# Loss of Down syndrome critical region-1 leads to cholesterol metabolic dysfunction that exaggerates hypercholesterolemia in ApoE-null background

**DOI:** 10.1016/j.jbc.2021.100697

**Published:** 2021-04-23

**Authors:** Masashi Muramatsu, Tsuyoshi Osawa, Yuri Miyamura, Suguru Nakagawa, Toshiya Tanaka, Tatsuhiko Kodama, Hiroyuki Aburatani, Juro Sakai, Sandra Ryeom, Takashi Minami

**Keywords:** hypercholesterolemia, apolipoprotein (Apo)E, Down syndrome critical region (DSCR)-1, nuclear factor for activated T cells (NFAT), proprotein convertase subtilisin/kexin type (PCSK)9, low-density lipoprotein (LDL), nonalcoholic fatty liver disease (NAFLD), regulator of calcineurin (RCAN)1, Apo, apolipoprotein, DSCR, Down syndrome critical region, ER, endoplasmic reticulum, GO, gene ontology, HEK, human embryonic kidney, HFD, high-fat diet, HRP, horseradish peroxidase, LDL, low-density lipoprotein, LDLR, LDL receptor, NAFLD, nonalcoholic fatty liver disease, NFAT, nuclear factor for activated T cell, oxLDL, oxidative LDL, PCSK, proprotein convertase subtilisin/kexin, SREBP, sterol regulatory element-binding protein, VEGF, vascular endothelial growth factor, WT, wild-type

## Abstract

Down syndrome critical region (DSCR)-1 functions as a feedback modulator for calcineurin-nuclear factor for activated T cell (NFAT) signals, which are crucial for cell proliferation and inflammation. Stable expression of DSCR-1 inhibits pathological angiogenesis and septic inflammation. DSCR-1 also plays a critical role in vascular wall remodeling associated with aneurysm development that occurs primarily in smooth muscle cells. Besides, *Dscr-1* deficiency promotes the M1-to M2-like phenotypic switch in macrophages, which correlates to the reduction of denatured cholesterol uptakes. However, the distinct roles of DSCR-1 in cholesterol and lipid metabolism are not well understood. Here, we show that loss of *apolipoprotein (Apo) E* in mice with chronic hypercholesterolemia induced *Dscr-1* expression in the liver and aortic atheroma. In *Dscr-1*-null mice fed a high-fat diet, oxidative- and endoplasmic reticulum (ER) stress was induced, and sterol regulatory element-binding protein (SREBP) 2 production in hepatocytes was stimulated. This exaggerated ApoE^−/−^-mediated nonalcoholic fatty liver disease (NAFLD) and subsequent hypercholesterolemia. Genome-wide screening revealed that loss of both *ApoE* and *Dscr-1* resulted in the induction of immune- and leukocyte activation-related genes in the liver compared with *ApoE* deficiency alone. However, expressions of inflammation-activated markers and levels of monocyte adhesion were suspended upon induction of the *Dscr*-1 null background in the aortic endothelium. Collectively, our study shows that the combined loss of Dscr-1 and ApoE causes metabolic dysfunction in the liver but reduces atherosclerotic plaques, thereby leading to a dramatic increase in serum cholesterol and the formation of sporadic vasculopathy.

Atherosclerosis is one of the major causes of mortality worldwide due to the severe complications associated with it, such as acute cerebral and myocardial infarctions. A clinical manifestation of whole-body cholesterol metabolism is an age-related increase in the plasma levels of low-density lipoprotein (LDL) cholesterol (1). This increase in LDL, referred to as hypercholesterolemia, has a significant impact on cardiovascular disease risk because of the insufficient removal of LDL from circulation, which is mediated in part by the endothelial cell response to denatured, oxidized LDL. Apolipoprotein (Apo) E- or LDL receptor-deficient mouse models have been used extensively to study vascular inflammation leading to atherosclerosis. Moreover, proprotein convertase subtilisin/kexin type 9 (PCSK) binds to the LDL receptors (LDLR) and accelerates their degradation. PCSK9 has been explored as an attractive therapeutic target for hypercholesterolemia and atherosclerosis (2).

The endothelium constitutes a continuous cellular lining of vascular networks and is an important locus for critical regulatory nodes to maintain homeostatic balance. Endothelial cell activation, if persistent or spatially and temporally misplaced, can lead to vasculopathy. Extracellular mediators, such as vascular endothelial growth factor (VEGF) and thrombin, promote key regulatory pathways for endothelial cell proliferation, inflammation, and angiogenesis (3, 4). Tight control of these signaling pathways is essential for maintaining vascular homeostasis. Thus, understanding the molecular mechanisms and signaling pathways underlying vascular diseases can help identify new therapeutic targets.

Epidemiological studies have revealed that individuals with Down syndrome have lower than expected rates of atherosclerotic disease and hypertension. The Down syndrome critical region (DSCR)-1 gene (also known as RCAN1, MCIP-1, calcipressin-1, or Adapt78) is a feedback modulator of the VEGF-calcineurin nuclear factor for activated T cell (NFAT) pathway (5, 6). DSCR-1 also functions to mitigate oxidative stress (7, 8), indicating its crucial role in regulating endothelial cell activation and maintaining vascular homeostasis (5). More recently, it has been shown that the Dscr-1^−/−^ mutation alters the population of macrophage subtypes; M1 and M2 subsets dampen ApoE^−/−^-mediated atherosclerotic progression in mice (9).

Sterol regulatory element-binding protein (SREBP) 1 and 2 are transcription factors that regulate the expression of genes involved in lipid and cholesterol synthesis, respectively. Both transcription factors function as key nodes of convergence and divergence within biological signaling networks relating to a variety of pathophysiological processes (10, 11). SREBP2 can activate a myriad of cellular processes and pathologies, such as reactive oxygen species production, endoplasmic reticulum (ER) stress, and apoptosis. However, the underlying molecular mechanisms are complex and require further investigation to fully understand (12).

In the present study, we examined lipid metabolic dysfunction associated with DSCR-1 and SREBP2 signaling. *Dscr-1* null mice are predisposed to nonalcoholic fatty liver disease (NAFLD). In an atherosclerotic ApoE^−/−^ background or PCSK9 overexpression, *Dscr-1* null mice revealed significant hypercholesterolemia leading to lipid accumulation in the peripheral tissues. Our findings will potentially lead to new ways to protect against vascular diseases, such as hypercholesterolemia, by exploiting the antioxidative and anti-ER stresses capacities mediated by DSCR-1.

## Results

### DSCR-1 protects the liver from oxidative stress and SREBP2 hyperactivation

The calcineurin-NFAT-DSCR-1 signaling axis is crucial in vascular activation and is involved in inflammation and angiogenesis (5). We demonstrated that DSCR-1 is specifically expressed in the endothelium during embryo development (13). In adults, DSCR-1 is upregulated in vasculopathy regions, such as the tumor endothelium, cloudy cornea, and septic inflamed endothelial cells in the heart and lungs (8, 13). To analyze this further, we investigated whether Dscr-1 expression could serve as a marker for dysfunctional vasculature due to chronic inflammation. We crossed our transgenic reporter mice with the *DSCR*-1 promoter driving *LacZ* with an ApoE^−/−^ background, and the mice developed spontaneous atherosclerotic plaques at about 32 weeks of age. Significant *Dscr-1* promoter activation was not observed in most ApoE^−/−^ mice organs, except for a subset of hepatocytes that demonstrated lacZ-positive staining (Fig. 1*A*, *upper* column). Significant DSCR-1 protein expression was also detected in hepatocytes (Fig. 1*B*). However, DSCR-1 expression was not induced in sinusoid endothelial cells of the ApoE null mutation; the level was very low compared with that in lung endothelial cells (Fig. 1*C*). Moreover, consistent with previous findings (13), acute septic inflammation failed to activate DSCR-1 expression in the liver (Fig. 1*A*, *lower* column). First, we determined the functional role of DSCR-1 in cholesterol metabolism. SREBP2 is a known key transcriptional regulator of cholesterol biosynthesis and uptake into cells (12). To test whether SREBP2 activity varies under DSCR-1 expression in the liver, we conducted western blotting with anti-SREBP2 antibodies in cultured hepatocytes (HepG2) in the presence or absence of siRNA against DSCR-1 (si-DSCR-1). With si-DSCR-1 treatment, expression of the full-length precursor form of SREBP2 was increased in cholesterol-deprived media compared with that in cholesterol-containing media. Truncated mature active SREBP2 was detected only with si-DSCR-1 treatment. Following expression of active SREBP2 levels, downstream LDLR expression was increased in hepatocytes (Fig. 1*D*). Similarly, the DSCR-1 null mutation resulted in a significant induction in both precursor and mature forms of SREBP2, resulting in more LDLR in the primary liver of the mice (Fig. 1*E*). DSCR-1 knockdown possibly activates NFAT (14). NFAT1 overactivation can induce SREBP2 promoter activity, which was dampened in the presence of the NFAT inhibitor cyclosporine A (CsA) (Fig. S1*A*).

**Figure 1:**
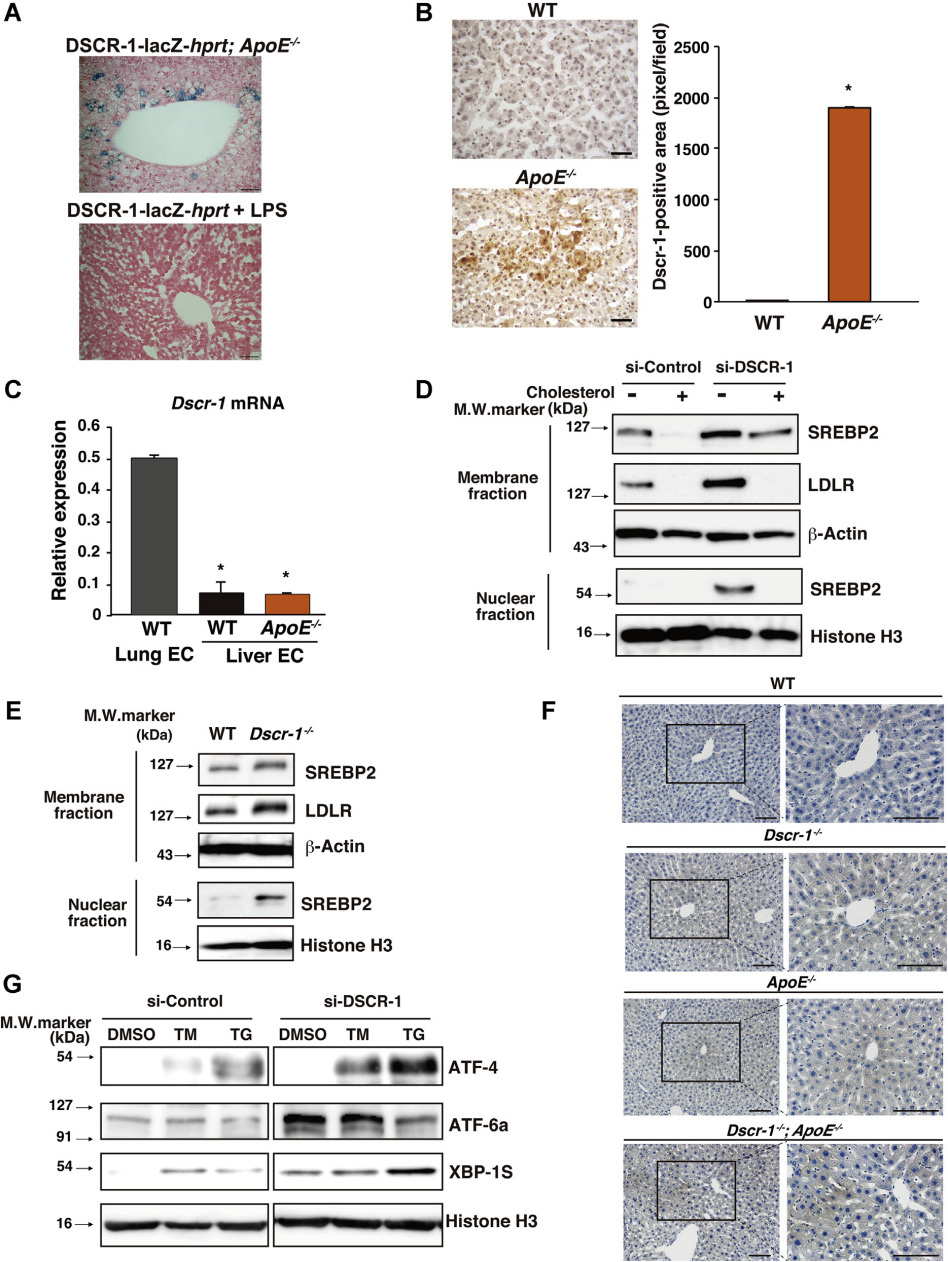
**Dscr-1 deficiency induces oxidative and ER stress and SREBP2 hyperactivation in the liver.***A*, X-gal staining in the liver from DSCR-1-*lac*Z-hprt reporter mice crossed with ApoE^−/−^ (*upper*) or treated with LPS for 24 h (*lower*). *B*, representative liver sections of immunohistochemical staining using anti-Dscr-1 antibody from WT and ApoE^−/−^ mice. *Brown color* indicates Dscr-1-positive hepatocyte with hematoxylin counterstaining. Scale bar: 50 μm. *Right bar graph* shows quantitative analysis of Dscr-1-positive area (n = 6, mean ± SD) ∗*p* < 0.01 compared with WT. *C*, real-time qPCR analysis of mouse Dscr-1 short variant mRNA from lung or liver endothelium (n = 3, mean ± SD). ∗*p* < 0.001 compared with endothelial cells from lung in WT mice. *D* and *E*, western blots of HepG2 cells treated with si-DSCR-1 compared with si-control in the presence or absence of cholesterol-starved medium (*D*). Western blots of primary cultured hepatocytes from WT or Dscr-1^−/−^ mice (*E*). Membrane/cytosol fraction or nuclear fraction incubated with anti-SREBP2 or -LDLR antibodies. β-Actin or histone H3 shown as the loading control. Data are representative of three independent experiments. *F*, immunostaining of 4-HNE (indicated in *brown*) in liver sections from WT, Dscr-1^−/−^, ApoE^−/−^, or combined loss of Dscr-1 plus ApoE mice. Low magnification (*left*) and high magnification image (*right*) from each *rectangle* are shown, derived from four independent optimal fields in three independent experiments. Scale bar; 100 μm. *G*, western blots of HepG2 cells treated with si-DSCR-1 compared with si-control and with tunicamycin (TM), thapsigargin (TG), or mock control (DMSO). ER stress markers ATF-4, ATF-6a, and XBP-1S are also shown. Histone H3 indicates the loading control. Data shown are representative of three independent experiments.

In many cases, cholesterol metabolic dysfunction is related to oxidative or ER stress in hepatocytes (15, 16). We recently reported that DSCR-1 protects against oxidative LDL-mediated inflammation and pathological angiogenesis in microvascular endothelial cells (8). To verify this in the liver microenvironment, tissue sections were stained with 4-hydroxy-2-nonenal (HNE) as an oxidative stress marker. As shown in Figure 1*F*, stress signals (indicated in brown) were significantly increased in Dscr-1^−/−^ and ApoE^−/−^ mice hepatocytes. Interestingly, such oxidative stress markers were more profoundly stimulated by the combined null mutation of *Dscr-1* and *ApoE* than either alone. Next, to test whether ER stress is also associated with si-DSCR-1, we performed western blotting with three major ER stress sensors: PKR-like ER kinase (PERK)-mediated ATF4, inositol requiring (IRE) 1-mediated XBP1s, and activating transcription factor (ATF) 6-mediated ATF6a. When HepG2 cells were treated with tunicamycin or thapsigargin, the expression of ATF-4 and XBP1s, but not ATF-6a, was induced, and expression was further stimulated in the presence of si-DSCR-1 (Fig. 1*G*). Taken together, these findings suggest that DSCR-1 upregulation in hepatocytes is not just a “warning” signal, but it also actively functions in protection from oxidative stress and/or ER stress. The lack of DSCR-1 exacerbates these stresses, resulting in a promotion of cholesterol synthesis *via* the crucial transcription factor SREBP2.

### DSCR-1 protects the liver from inflammation-mediated cholesterol metabolic dysfunction

To uncover the effect of *DSCR-1* loss-induced dysregulation in hepatocytes, leading to liver dysfunction, especially in high-fat diet (HFD) conditions, mice with null mutations of *Dscr-1*, *ApoE*, and the combination were fed HFD for 12 weeks. As shown in Figure 2*A*, ApoE^−/−^ mice demonstrated lipid deposition, indicating metabolic dysfunction. More importantly, after being fed HFD, more severe NAFLD-like phenotypes were observed in the livers of *Dscr-1* single mutant and *Dscr-1* plus *ApoE* double null mutant mice. These results suggest that *Dscr-1* protects against ApoE^−/−^-mediated lipid metabolic changes responsible for chronic liver dysfunction. To investigate the mechanism underlying the defect in cholesterol clearance in *ApoE* and *Dscr-1* double null mutant mice, liver sections were immunohistochemically stained. Since DSCR-1 acts as a feedback modulator for proinflammatory NFAT signaling (17, 18), *Dscr-1* null mice were predicted to be susceptible to proinflammatory microenvironments (13). Consistent with this hypothesis, Dscr-1^−/−^ mice fed with HFD showed markedly enhanced CD11b^+^ leukocyte infiltration in the liver (Fig. 2*B*). Notably, HFD-fed ApoE^−/−^ mice livers also exhibited inflammatory leukocyte infiltration, albeit at lower levels than in Dscr-1^−/−^ mice (Fig. 2*B*). Liver damage caused by HFD induced apoptosis in a subset of liver cells in *Dscr-1*^*−/−*^ and *Dscr1*^−/−^ plus *ApoE*^−/−^ mice, whereas *ApoE*^−/−^ mice experienced no significant apoptosis in the liver. The number of TdT-mediated dUTP nick end labeling (TUNEL)-positive cells was significantly high in the livers of Dscr-1^−/−^ mice and even higher in the livers of *Dscr1*^−/−^ and *ApoE*^−/−^ mice (Fig. 2*C*). Moreover, to analyze the genetic changes in the liver microenvironment, microarrays were performed in each genotype of mice fed normal chow (Fig. 2*D* and Fig. S1*B*). 

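Liver RNA from WT, Dscr-1-null, ApoE-null and Dscr-1 ApoE double null mice was hybridized to Affymetrix mouse whole-genome arrays, with 2 arrays for each of the 4 genotypes. The text gives normal chow for these mice, whereas the sample labels give a high-fat diet for 12 weeks. The authors computed MAS5 signal intensities and set the mean of each array to 100, and on every deposited liver array the mean without the highest and lowest 2% of probe sets is 100. From 34.8% to 38.3% of probe sets had a signal under 20 on an array, so lower values were set to 20 before the log2 scale was taken. Probe sets at or above the median of all liver values in at least 2 arrays were kept, and the one with the highest mean stood for each gene, which left 14892 genes. Genotypes were compared with limma over all 8 arrays, with Benjamini-Hochberg adjustment and a threshold of 0.05. The gene lists, thresholds and alternative settings were chosen before the data were examined, apart from array weights in liver, the list tests without each array or without the deleted genes and the fits that keep a gene's probe set when an array is left out. Nothing in the labels says whether the 2 arrays of a genotype came from separate mice, so the p-values measure only the spread between these arrays.

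The Apoe signal was 241 ± 90.4 (SD, n = 2 arrays) in ApoE-null livers and 81.8 ± 2.76 (SD, n = 2) in double null livers, a log2 change from WT of -6.43 (standard error 0.24, limma adjusted p = 6.4e-11) and -7.94 (standard error 0.24, limma adjusted p = 2.11e-12). Rcan1, the gene of Dscr-1, had a signal of 172 ± 54.0 (SD, n = 2) in WT and 304 ± 69.2 (SD, n = 2) in Dscr-1-null livers, and this difference did not pass (log2 change 0.84, limma adjusted p = 1). Another probe set of Rcan1 was dim, with signals of 19.6 and 46.9 in WT, 7.5 and 5.1 in Dscr-1-null and 44.7 and 21.8 in double null livers. The positions of these probe sets relative to the deleted sequence are not given in the sources used here, so their values do not test the genotype. Against WT, 6 genes rose and 1 fell in Dscr-1-null livers, 15 rose and 6 fell in ApoE-null livers, and 27 rose and 10 fell in double null livers. At an unadjusted limma p under 0.05 there were 540, 987 and 968 genes in turn, where 745 are expected by chance. ApoE-null array 1 stood apart from the other liver arrays, with a median signal of 44.7 where the others lay between 32.2 and 37.6. Its hybridization controls were brighter, with 1003.6 for BioB against 260.7 to 437.9 and 53486.2 for CreX against 17436.3 to 22842.7. On the first principal component, with 24.33% of the variance, it lay at 84.9 and the others between -22.1 and 1.9. The ratio of 3' to 5' signal, a measure of RNA quality, was 3.15 and 5.5 for actin on the 2 WT arrays, 5.19 and 4.75 on the Dscr-1-null, 6.83 and 4.01 on the ApoE-null and 5.96 and 7.84 on the double null arrays. For Gapdh it was 1.97 and 2.2, 2.81 and 2.22, 2.93 and 1.91, and 2.72 and 3.08 in the same order.

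These counts depended on single arrays. For Dscr-1-null livers the count of 7 became 11 without WT array 1 and 4 without WT array 2. For ApoE-null livers the count of 21 became 45 without ApoE-null array 2 and between 10 and 13 without either WT array, either Dscr-1-null array or either double null array. For double null livers the count of 37 became 22 without WT array 1, 16 without WT array 2, 20 without Dscr-1-null array 1, 13 without double null array 1 and 18 without double null array 2. Without the filter on dim probe sets 0, 1 and 2 genes passed in the 3 genotypes in turn, and with eBayes without a trend 1, 2 and 2, and Apoe and Ang were the only genes left in these settings. With a floor of 50, Apoe and Ang kept their calls against WT, and the other genes named here for the liver lost theirs.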

Gene set enrichment analysis (GSEA) revealed that homeostasis and cell-proliferation-regulated genes were enriched in the livers of *ApoE*, *Dscr-1*, and combined null mutant mice, respectively (Fig. 2*E* and Fig. S1, *C*–*E*). 

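Lpl rose in ApoE-null and double null livers, and Ech1, Hacl1 and Bckdhb fell in double null livers, while no cell cycle gene on the list passed the test in any null genotype. Lpl, the lipase that releases fatty acids from circulating triglyceride, rose from a signal of 570 in WT to 1789 in ApoE-null livers and 2290 in double null livers (n = 2 arrays each). Its log2 change was 1.65 (standard error 0.22, limma adjusted p = 0.0018) in ApoE-null livers and 2.00 (standard error 0.22, limma adjusted p = 0.000153) in double null livers. In double null livers Ech1, an isomerase of fatty acid oxidation, fell by 1.33 on the log2 scale (standard error 0.23, limma adjusted p = 0.0172). Hacl1, the lyase of peroxisomal alpha-oxidation, was 2.46-fold lower (limma adjusted p = 0.0444). Bckdhb, a subunit of the branched-chain keto acid dehydrogenase, fell by 1.46 (limma adjusted p = 0.0224).

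Of 15 genes of lipid droplets and steatosis, Lpl rose, none fell and 14 did not pass in ApoE-null livers (2 rose when adjusted over the list alone). The same counts held in double null livers (1 rose when adjusted over the list alone). The median log2 change of this list was 0.42 in ApoE-null livers (camera adjusted p = 0.0019, and adjusted p = 0.495 with an estimated correlation) and 0.51 in double null livers (camera adjusted p = 0.00139, and adjusted p = 0.222 with an estimated correlation). In Dscr-1-null livers none of its genes passed limma (0 when adjusted over the list alone, 3 at an unadjusted p under 0.05). The median was 0.21 (camera adjusted p = 0.0266, and adjusted p = 0.77 with an estimated correlation). Of 27 genes of fatty acid oxidation and PPAR alpha targets, 0 passed limma in double null livers, 1 rose and 3 fell when adjusted over the list alone, and 7 had an unadjusted p under 0.05. Their median change was -0.33 (camera adjusted p = 0.00233, and adjusted p = 0.163 with an estimated correlation). Of 21 genes of bile acid synthesis and transport, 0 passed limma in ApoE-null livers (0 when adjusted over the list alone, 4 at an unadjusted p under 0.05). The median was -0.25 (camera adjusted p = 0.0175, and adjusted p = 0.495 with an estimated correlation). In double null livers 0 passed limma (1 fell when adjusted over the list alone, 3 at an unadjusted p under 0.05), with a median of -0.18 (camera adjusted p = 0.0232, and adjusted p = 0.222 with an estimated correlation). Of 32 cell cycle genes, 0 passed limma in any null genotype (0 when adjusted over the list alone). In Dscr-1-null, ApoE-null and double null livers, 1, 2 and 3 of them had an unadjusted p under 0.05, and the list had a camera adjusted p of 0.909, 0.426 and 0.388 in turn. The cyclin gene Ccnd1 had a log2 change of -0.73 in double null livers (limma adjusted p = 0.906).

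The calls of Ech1 and Hacl1 were lost without any 1 of the WT, Dscr-1-null or double null arrays (adjusted p from 0.057 to 0.451 for Ech1 and from 0.142 to 0.541 for Hacl1). Both 3' to 5' ratios of signal were also higher on the double null than on the WT arrays. The call of Bckdhb was lost without WT array 1 (adjusted p = 0.417), Dscr-1-null array 1 (0.0549), double null array 1 (0.387) or double null array 2 (0.247), and that of Lpl in ApoE-null livers was lost without WT array 1 (0.073). The list calls were lost for lipid droplets without double null array 1 in double null livers (adjusted p = 0.134) and without WT array 2 (0.392) or Dscr-1-null array 1 (0.533) in Dscr-1-null livers. Those of fatty acid oxidation and bile acids were lost without double null array 2 (0.1) and ApoE-null array 1 (0.228) in turn, and that of bile acids in double null livers without either WT array or double null array 2 (0.0507 to 0.143).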

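Lgals3, Saa3 and Lcn2 rose in ApoE-null and double null livers, and none of them passed the test in Dscr-1-null livers. Lgals3, which encodes galectin-3 of activated macrophages, had a signal of 136 ± 4.53 (SD, n = 2 arrays) in WT, 113 ± 25.5 in Dscr-1-null, 716 ± 464 in ApoE-null and 1530 ± 677 in double null livers. Its log2 change from WT was 2.23 (standard error 0.40, limma adjusted p = 0.033) in ApoE-null livers and 3.42 (standard error 0.40, limma adjusted p = 0.000234) in double null livers. Saa3, an inducible serum amyloid A gene, rose by 3.05 (standard error 0.36, limma adjusted p = 0.000381) and by 3.12 (standard error 0.36, limma adjusted p = 0.000228). Lcn2, which encodes the siderophore-binding lipocalin 2 of neutrophils and stressed hepatocytes, rose by 3.63 (standard error 0.55, limma adjusted p = 0.00702) and by 4.22 (standard error 0.55, limma adjusted p = 0.000959). Since 1 WT array lay at the floor for Lcn2, its values depend on the floor, and with a floor of 50 they were 2.97 and 3.56 and did not pass (0.547 and 0.341). In Dscr-1-null livers the log2 change was -0.28 for Lgals3 and 0.58 for Saa3 (limma adjusted p = 1 for both) and 1.91 for Lcn2 (limma adjusted p = 0.97), and that of Saa3 turned to -0.15 without Dscr-1-null array 2.

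Of 32 genes of macrophages and Kupffer cells, 6 rose in double null livers (C1qa, Cd5l, Lgals3, Lyz1, Lyz2 and Marco), none fell and 26 did not pass (15 rose when adjusted over the list alone). Marco had 1 WT array at the floor, and its call was lost with no floor (0.0535) or a floor of 50 (0.319). The median change of the list was 1.02 (camera adjusted p = 5.75e-19, and adjusted p = 0.163 with an estimated correlation). In ApoE-null livers 2 of them rose (Lgals3 and Lyz1), none fell and 30 did not pass (6 rose when adjusted over the list alone). The median was 0.76 (camera adjusted p = 3.84e-09, and adjusted p = 0.495 with an estimated correlation). In Dscr-1-null livers 0 passed limma (0 when adjusted over the list alone, 1 at an unadjusted p under 0.05). The median was -0.12 (camera adjusted p = 0.874). Of 35 genes of the inflammatory response, Lcn2, Lgals3 and Saa3 rose in both ApoE-null and double null livers, none fell and 32 did not pass. Adjusted over the list alone, 5 rose and 1 fell in ApoE-null livers and 6 rose in double null livers. The median of this list was 0.36 in ApoE-null livers (camera adjusted p = 0.00123, and adjusted p = 0.495 with an estimated correlation) and 0.79 in double null livers (camera adjusted p = 6.87e-09, and adjusted p = 0.163 with an estimated correlation). Of 12 genes of MHC class II antigen presentation, H2-Aa rose in double null livers by 1.80 on the log2 scale (standard error 0.25, limma adjusted p = 0.00191), none fell and 11 did not pass (5 rose when adjusted over the list alone). The median of this list was 1.20 (camera adjusted p = 8.85e-09, and adjusted p = 0.191 with an estimated correlation). In ApoE-null livers 11 of the 12 were higher, 0 passed limma (0 when adjusted over the list alone, 3 at an unadjusted p under 0.05), and the median was 0.53 (camera adjusted p = 0.00115, and adjusted p = 0.621 with an estimated correlation). Of 29 genes of cytokine signalling, 0 passed limma in double null livers (3 rose when adjusted over the list alone). The median was 0.37 (camera adjusted p = 0.000828, and adjusted p = 0.191 with an estimated correlation).

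The 3' to 5' ratios of actin and Gapdh signal were higher on both double null arrays than on either WT array. Without double null array 1 the calls in double null livers were lost for Lcn2 (adjusted p = 0.13), Cd5l (0.149), Lyz1 (0.0833), H2-Aa (0.149), Lyz2 (0.141) and Marco (0.885). WT array 1 also ended the call of Cd5l (0.0926), and WT array 2 those of H2-Aa (0.092), Lyz2 (0.0616), Marco (0.439) and the cytokine list (0.0808). The call of Marco was further lost without any 1 of the Dscr-1-null arrays, the ApoE-null arrays or double null array 2 (0.0512 to 0.159), and that of C1qa without any 1 array other than ApoE-null array 2 (0.0578 to 0.885). In ApoE-null livers the call of Lcn2 was lost without WT array 1 (0.163) or ApoE-null array 1 (0.212), and that of Lgals3 without any 1 array other than ApoE-null array 2 (0.0812 to 0.402). The call of Lyz1 was lost without any 1 array other than WT array 1 or ApoE-null array 2 (0.0816 to 0.698), and that of the inflammatory list without ApoE-null array 2 (0.116).

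**Figure D1:**
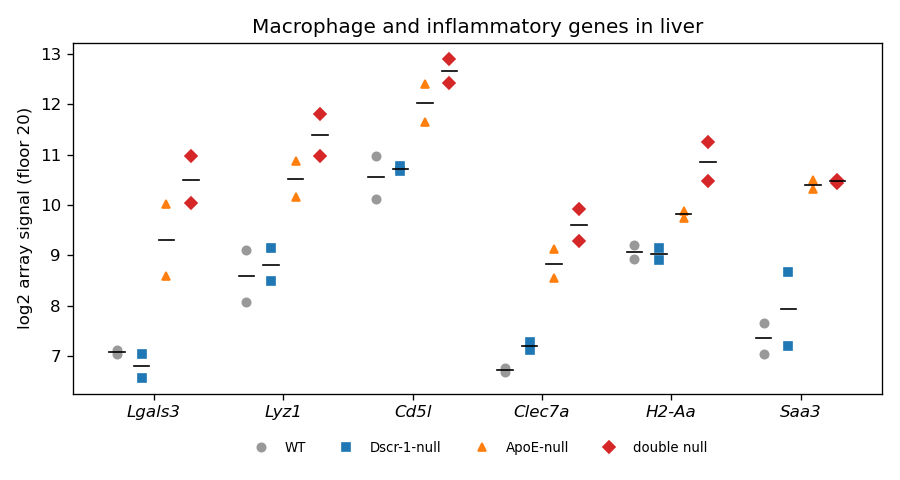
Log2 MAS5 signal, with lower values set to a signal of 20, of Lgals3, Lyz1, Cd5l, Clec7a, H2-Aa and Saa3 in WT, Dscr-1-null, ApoE-null and double null livers. Each point is 1 array and each bar is the mean of the 2 arrays of a genotype; for Saa3 both ApoE-null and both double null arrays lie above the WT arrays.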

Based on Gene Ontology (GO) analysis, 293 genes associated with inflammation, cytokine signaling, and immune responses were commonly upregulated in *Dscr-1* and *ApoE* double null mice (Fig. 2*E*). 

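The mRNAs of Irf1, Nfatc1 and Nfatc2 did not pass the test in any null genotype, and the same held for 17 genes of the NFAT pathway and 19 known NFAT target genes as lists. Irf1, the interferon regulatory factor, had a signal of 171 ± 36.0 (SD, n = 2 arrays) in WT, 163 ± 23.3 in Dscr-1-null, 281 ± 82.0 in ApoE-null and 232 ± 64.3 in double null livers. Its log2 change was 0.70 in ApoE-null livers (limma adjusted p = 0.757) and 0.43 in double null livers (limma adjusted p = 0.906). Nfatc1 had a change of -0.72 in double null livers (standard error 0.63, limma adjusted p = 0.909) and Nfatc2 one of 0.64 (standard error 0.64, limma adjusted p = 0.913). Their signals were low, 69.0 ± 15.6 (SD, n = 2) for Nfatc1 in WT and 77.0 ± 7.57 (SD, n = 2) for Nfatc2 in double null livers.

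The NFAT pathway genes include calcineurin subunits and the Rcan family, and 0 of them passed limma in any null genotype (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05). The list had a camera adjusted p of 0.964, 0.638 and 0.499 in Dscr-1-null, ApoE-null and double null livers. Of the NFAT target genes 0 passed limma over all genes, and 0, 1 and 1 rose when adjusted over the list alone in the same order of genotypes. At an unadjusted p under 0.05 there were 1, 1 and 2 genes. Of 34 genes of the interferon response, 0 passed limma in double null livers (0 when adjusted over the list alone, 9 at an unadjusted p under 0.05). The median was 0.31 (camera adjusted p = 0.000205, and adjusted p = 0.483 with an estimated correlation). In ApoE-null livers 0 passed limma (0 when adjusted over the list alone, 6 at an unadjusted p under 0.05). The median was 0.16 (camera adjusted p = 0.00962, and adjusted p = 0.643 with an estimated correlation). In Dscr-1-null livers the median was -0.05 (camera adjusted p = 0.964). Among the genes over 2-fold above WT in all 3 null genotypes, the interferon list had 1 member, Oas2, where 0.30 were expected, and neither NFAT list had a member (Fisher's exact test, two-sided, adjusted p = 0.932 and 1). For the NFAT pathway and target lists 0.15 and 0.17 were expected, so these counts neither show nor exclude enrichment. Promoter sequences, on which the paper bases its statement about NFAT and IRF-1, were not analysed here. The mRNA levels of these factors do not measure their activity. The direction of the Nfatc2 change in double null livers turned with a filter at the 75th percentile (-0.38), as did that of Nfatc1 (0.16). The call of the interferon list was lost without double null array 1 (0.284) in double null livers and without WT array 1 (0.0768) or ApoE-null array 2 (0.685) in ApoE-null livers.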

Interestingly, commonly upregulated gene sets were regulated by the NFAT transcription factor family and interferon response factor (IRF)-1 (Fig. 2*F*).

**Figure 2:**
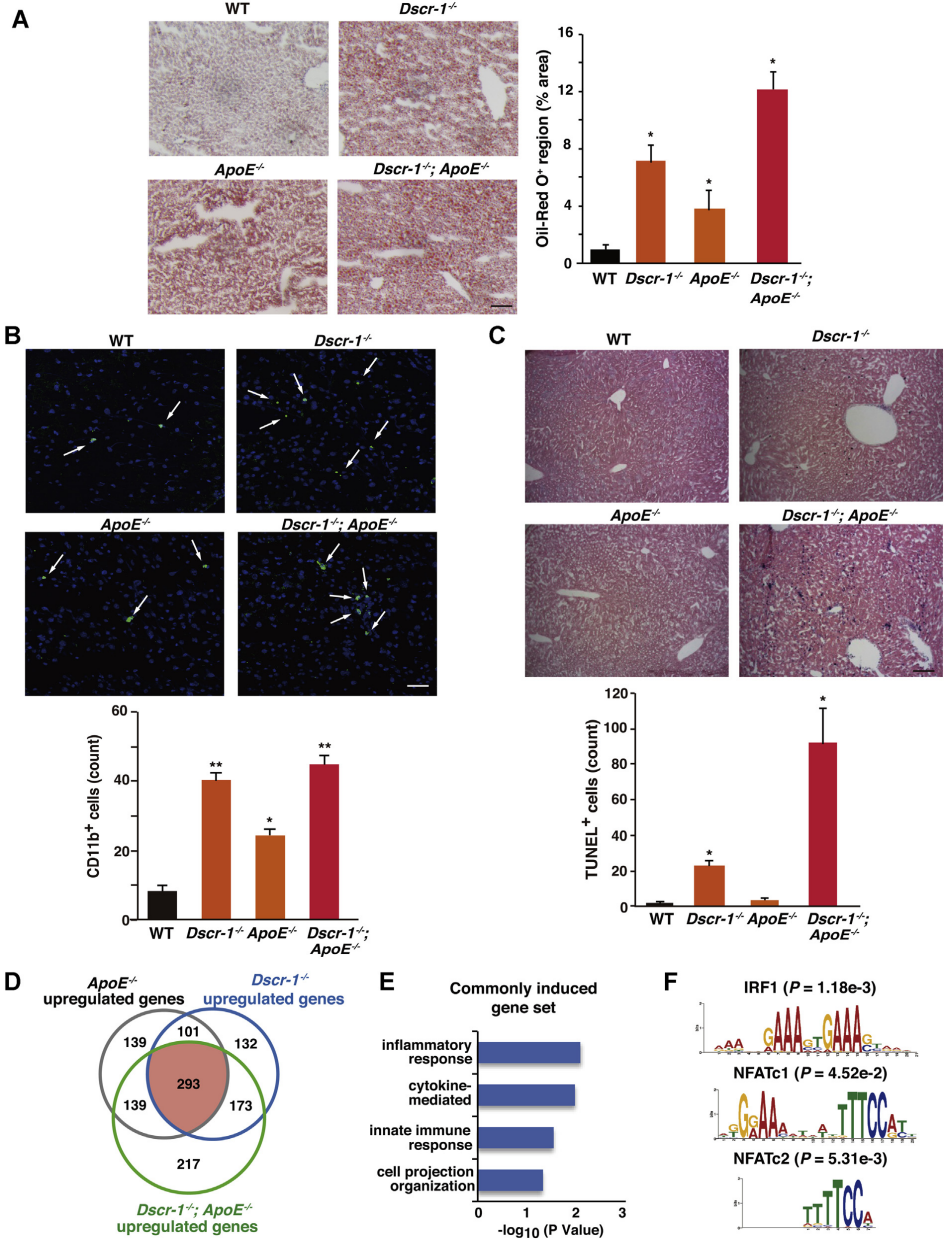
**Dscr-1 deficiency promotes the development of NAFLD and inflammation in the liver.***A*, Oil-Red O staining of liver sections from each HFD fed conditioned mouse. Scale bar: 100 μm. Oil-red O positive regions were quantified as % area shown in *right bar graph* (n = 6, mean ± SD). ∗*p* < 0.05 compared with WT. *B*, CD11b^+^ cell-infiltrated regions (shown by *white arrows*) in each liver after HFD were stained with anti-CD11b antibody (*green*) and DAPI (*blue*). CD11b^+^ cells were counted from each optical field (n = 6, mean ± SD), shown in the *bottom bar graph*. ∗*p* < 0.05 and ∗∗*p* < 0.01 compared with WT. *C*, TUNEL assays in each liver sample after HFD for 8 weeks. TUNEL^+^ cells are indicated with *blue color*. Cell volumes were quantified in each optimal field (n = 6, mean ± SD) shown in the *bottom bar graph*. ∗*p* < 0.05 compared with WT. *D*, Venn diagrams of more than twofold upregulated gene volume in the liver from two independent microarrays of each conditioned mouse. *E*, GO analysis of commonly upregulated gene set from *red color* in panel *D*. *F*, MEME-ChIP analysis with upstream 1000 bp promoter region of commonly upregulated genes in panel *D*. *p*-values indicating probability were calculated using TOMTOM.

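In all 3 null genotypes, 133 of 14892 genes had a mean over 2-fold above WT, taken from the log2 signals. The 10 with the largest value of the smallest of their 3 folds were Ang, Rpgrip1, A2ml1, Fam25c, Nat8f5, Bcl7c, Trim30d, Trim34a, Mfsd2a and Hprt. Both WT arrays lay at the floor for Trim30d and Trim34a, and 1 of them for Rpgrip1, Nat8f5, Bcl7c and Mfsd2a, so the folds and ranks of these genes depend on the floor chosen. Ang, which encodes the ribonuclease angiogenin, was 157-fold higher in Dscr-1-null, 196-fold higher in ApoE-null and 246-fold higher in double null livers (limma adjusted p = 1.88e-09, 4.7e-10 and 2.39e-10). Of its 3 probe sets, 2 rose and the third did not move with them, and with the mean of a gene's probe sets the log2 change of Ang was 3.40, 3.62 and 3.92 in turn where it had been 7.29, 7.61 and 7.94. A2ml1, an alpha-2-macroglobulin-like protease inhibitor gene, was 11.4-fold, 14.9-fold and 18.6-fold higher (limma adjusted p = 0.000187, 4.56e-05 and 1.39e-05). Hprt, the purine salvage enzyme, had signals of 46.9 and 54.8 on the WT arrays and 819.7 and 65.9 on the 2 Dscr-1-null arrays. It was 4.58-fold higher in Dscr-1-null livers (limma adjusted p = 1). In ApoE-null and double null livers it was 19.2-fold and 17.7-fold higher (limma adjusted p = 0.013 and 0.0114). Which level belongs to an unaltered Hprt gene was not tested, so these folds do not tell whether the null or the WT livers departed from it. The methods name 2 mouse lines with a targeted Hprt locus, and the labels do not say whether any array came from them.

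A further 638 genes passed 2-fold in ApoE-null livers alone, 260 in Dscr-1-null livers alone and 530 in double null livers alone. Dscr-1-null and ApoE-null livers shared 103 others, ApoE-null and double null livers 216, and Dscr-1-null and double null livers 86. Of the 133 genes, 5 passed limma in all 3 comparisons (Ang, Rpgrip1, A2ml1, Fam25c and Nat8f5), and 14 passed in at least 1. No gene list was enriched among them by Fisher's exact test over the genes kept (two-sided, adjusted p of 0.932 or 1 for each list). The inflammatory response list had 1 member, Lcn2, of its 35 genes, the cytokine signalling list 1, Csf1, and the macrophage list 1, Marco. Since 0.31, 0.26 and 0.29 were expected in turn, these counts neither show nor exclude enrichment. The call of Nat8f5 was lost in all 3 genotypes without WT array 2 (adjusted p = 0.549, 0.436 and 0.113 in Dscr-1-null, ApoE-null and double null livers). It was lost also without any 1 array other than WT array 1 in Dscr-1-null livers (0.0701 to 1), without any 1 array other than WT array 1 or ApoE-null array 2 in ApoE-null livers (0.106 to 0.438), and without Dscr-1-null array 1 or either double null array in double null livers (0.0549 to 0.266). That of Hprt was lost in ApoE-null livers without any 1 of the WT, ApoE-null or double null arrays (0.0598 to 0.257) and in double null livers without any 1 of the WT or double null arrays (0.178 to 0.266). With the mean of a gene's probe sets Rpgrip1 had log2 changes of 1.68, 2.03 and 1.85 and did not pass (adjusted p = 0.741, 0.193 and 0.213 in Dscr-1-null, ApoE-null and double null livers), and in that setting the calls of Nat8f5 (0.28, 0.193 and 0.0795) and Hprt (0.193 and 0.146) were lost.

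Independent lists of these sizes would share 2.76 genes, and simulated groups with no change that share the WT arrays had a mean of 80.1 in common (59 to 102 over 100 draws). In Dscr-1-null livers 582 genes in all were over 2-fold above WT, within the 496 to 595 of these draws. In ApoE-null and double null livers 1090 and 965 were, above the 692 to 813 and 501 to 631 of the draws. The draws held no floor and no shift of a whole array, so these totals and the number in common do not show an effect of genotype. With quantile normalization the number in common was 101, within the 59 to 102 of the draws, which were made without it. In 23 of the genes in common both WT arrays lay at the floor and in 55 others 1 of them, and the number in common was 717 without a floor, 28 with a floor of 50, 280 without WT array 1 and 276 without WT array 2.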

Taken together, these data suggest that defects in cholesterol transfer observed in *ApoE*^−/−^ mice are due, in part, to NFAT-mediated inflammation in hepatocytes, as shown by *Dscr-1* promoter activation (Fig. 1*A*). In turn, *Dscr-1* null mice on HFD developed steatohepatitis due to oxidative or ER stress upregulation and SREBP2 hyperactivation. Thus, the combined loss of *Dscr-1* and *ApoE* indicated synergistically exaggerated liver-damage-mediated dysregulation compared with just *ApoE* loss.

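Lgals3, Lyz2 and Pltp rose in double null livers against Dscr-1-null livers, and no gene passed the test between double null and ApoE-null livers. Lgals3 rose by 3.70 on the log2 scale (limma adjusted p = 0.000394), the lysozyme gene Lyz2 by 2.06 (limma adjusted p = 0.00217) and Pltp, the phospholipid transfer protein, by 2.00 (limma adjusted p = 0.00215). In all, 10 genes rose and Apoe fell by 7.99 (limma adjusted p = 1.91e-12). Of the 32 macrophage and Kupffer cell genes, 4 rose (Cd5l, Lgals3, Lyz1 and Lyz2), none fell and 28 did not pass (16 rose when adjusted over the list alone). The median was 1.22 (camera adjusted p = 1.16e-26, and adjusted p = 0.157 with an estimated correlation). The 3' to 5' ratio of actin signal was higher on both double null arrays than on either Dscr-1-null array.

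Against ApoE-null livers, 0 of 14892 genes passed limma, and 803 had an unadjusted p under 0.05, where 745 are expected by chance. The methods' t-test gave 855 genes at its threshold and 1 after Benjamini-Hochberg adjustment. The MHC class II gene H2-Aa had a log2 change of 1.04 (limma adjusted p = 0.767), the Kupffer cell gene Cd5l one of 0.64 (limma adjusted p = 0.913), and Cyp4a14, a PPAR alpha target, one of -3.45 (limma adjusted p = 0.767). As a list, 28 of the 32 macrophage genes were higher in double null livers. Over all genes 0 of them passed limma (0 when adjusted over the list alone, 5 at an unadjusted p under 0.05). Their median was 0.49 (camera adjusted p = 0.00031, and adjusted p = 0.997 with an estimated correlation). Of the inflammatory response genes 26 of 35 were higher, with a median of 0.25, and of the MHC class II genes 8 of 12, with a median of 0.63 (camera adjusted p = 0.0288, and adjusted p = 0.997 with an estimated correlation, for both). In both lists 0 passed limma, 0 and 3 rose when adjusted over the list alone, and 4 in each had an unadjusted p under 0.05. The 27 fatty acid oxidation genes had a median of -0.22 (camera adjusted p = 0.000366, and adjusted p = 0.329 with an estimated correlation). Over all genes 0 passed limma, 2 fell when adjusted over the list alone and 4 had an unadjusted p under 0.05.

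Whether the effect of Dscr-1 loss differed between the ApoE-null and the WT background was tested as an interaction, in which 2 genes passed limma. Ang had an interaction of -6.96 (limma adjusted p = 8.95e-07) and Rpgrip1 one of -3.49 (limma adjusted p = 0.0323). Both were about equally far above WT in all 3 null genotypes, so that the negative value rests on the low WT arrays. The interaction of Ang did not pass with a floor of 50 (adjusted p = 0.0869), without the filter on dim probe sets (0.362) or with eBayes without a trend (0.208), and with the mean of a gene's probe sets it was -3.09 (0.566). The macrophage list had a median interaction of 0.44 (camera adjusted p = 0.00494, and adjusted p = 0.971 with an estimated correlation), and 0 of its genes passed limma (0 when adjusted over the list alone, 1 at an unadjusted p under 0.05). The fatty acid oxidation list had a median interaction of -0.26 (camera adjusted p = 0.0488, and adjusted p = 0.689 with an estimated correlation), and this call was lost when the deleted genes Apoe and Rcan1 were left out of the lists tested with it (0.0682). In it 0 genes passed limma, 3 had a negative interaction that passed when adjusted over the list alone, and 4 had an unadjusted p under 0.05. From its liver data the paper proposes a synergistic effect of both losses on the dysregulation that it ties to liver damage, and that inflammation driven by NFAT in hepatocytes contributes to the defect of ApoE-null mice. Those data include stains for lipid, leukocytes, apoptosis and oxidative stress, which an mRNA interaction does not measure.

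Against Dscr-1-null livers the count of 11 became 3 without Dscr-1-null array 1, 5 without Dscr-1-null array 2 and 1 without double null array 1. That array ended the calls of Lgals3 (adjusted p = 0.121), Lyz2 (0.336) and Pltp (0.336), and those of Lyz2 and Pltp were lost also without Dscr-1-null array 1 (0.0696 for both) or array 2 (0.135 for both). The count of 0 against ApoE-null livers became 1 without ApoE-null array 1, 7 without ApoE-null array 2 and 27 with a floor of 50. The macrophage list lost its call there without ApoE-null array 2 (0.229) or double null array 1 (0.604), the inflammatory list without either ApoE-null array (0.222 and 0.142) or double null array 1 (0.567), and the MHC class II list without Dscr-1-null array 1 (0.104), ApoE-null array 2 (0.291) or double null array 1 (0.757). The interaction count became 4 without WT array 2, 8 without ApoE-null array 2 and 1 without Dscr-1-null array 1 or either double null array. The call of Rpgrip1 was lost without any 1 array other than WT array 1 (0.0589 to 0.652), and that of the macrophage list without Dscr-1-null array 2 (0.288), ApoE-null array 2 (0.251) or double null array 1 (0.801). The interaction call of fatty acid oxidation was lost without WT array 1, either Dscr-1-null array, ApoE-null array 2 or double null array 2 (0.0997 to 0.228).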

### Dscr-1^−/−^ and ApoE^−/−^ double knockout mice exhibit high-cholesterol lipid profiles

To analyze whether chronic liver dysfunction in Dscr-1^−/−^ or ApoE^−/−^ mice affected blood lipoprotein profiles, serum was collected from each genotype after HFD treatment. Consistent with previous findings, ApoE^−/−^ mice exhibited increased levels of very-low-density lipoprotein (VLDL) and the remnants, as well as reduced high-density lipoprotein (HDL) levels compared with wild-type (WT) littermate controls (19) (Fig. 3*A*). Notably, mice with combined *Dscr-1* and *ApoE* deletions showed about 1.6-fold higher total cholesterol levels than *ApoE* single knockout mice (Fig. 3, *A* and *B*). Dscr-1^−/−^ mice had a cholesterol profile similar to that of WT controls, whereas ApoE^−/−^ mice showed an increase in VLDL and LDL, which was statistically significantly increased when combined with a *Dscr-1* null mutation (Fig. 3*C*). To further analyze whether the loss of *Dscr-1* leads to an increase in cholesterol production, ApoB lipoprotein levels were quantified in the plasma. Compared with WT controls, Dscr-1^−/−^ mice plasma did not show a significant increase in ApoB, whereas ApoE^−/−^ mice plasma demonstrated an increase in remnant lipoprotein levels that were eventually reflected in ApoB increase (Fig. 3*D*), suggesting that increased hypercholesterolemia in *Dscr1*^−/−^ and *ApoE*^−/−^ double mutant mice is a result of exaggerated ApoE^−/−^-mediated impairment of cholesterol clearance. Moreover, there were no significant differences in terms of food intake level and total weight between the mutant and WT mice (Fig. 3, *E* and *F*). In contrast, ApoE^−/−^ mice showed significantly increased total triglyceride levels, but no further increase was observed with the loss of *Dscr-1* (Fig. S2). Collectively, these findings suggest that ApoE^−/−^ mediated hypercholesterolemia was exaggerated by the null mutation of *Dscr-1* due to the impairment of cholesterol clearance.

**Figure 3:**
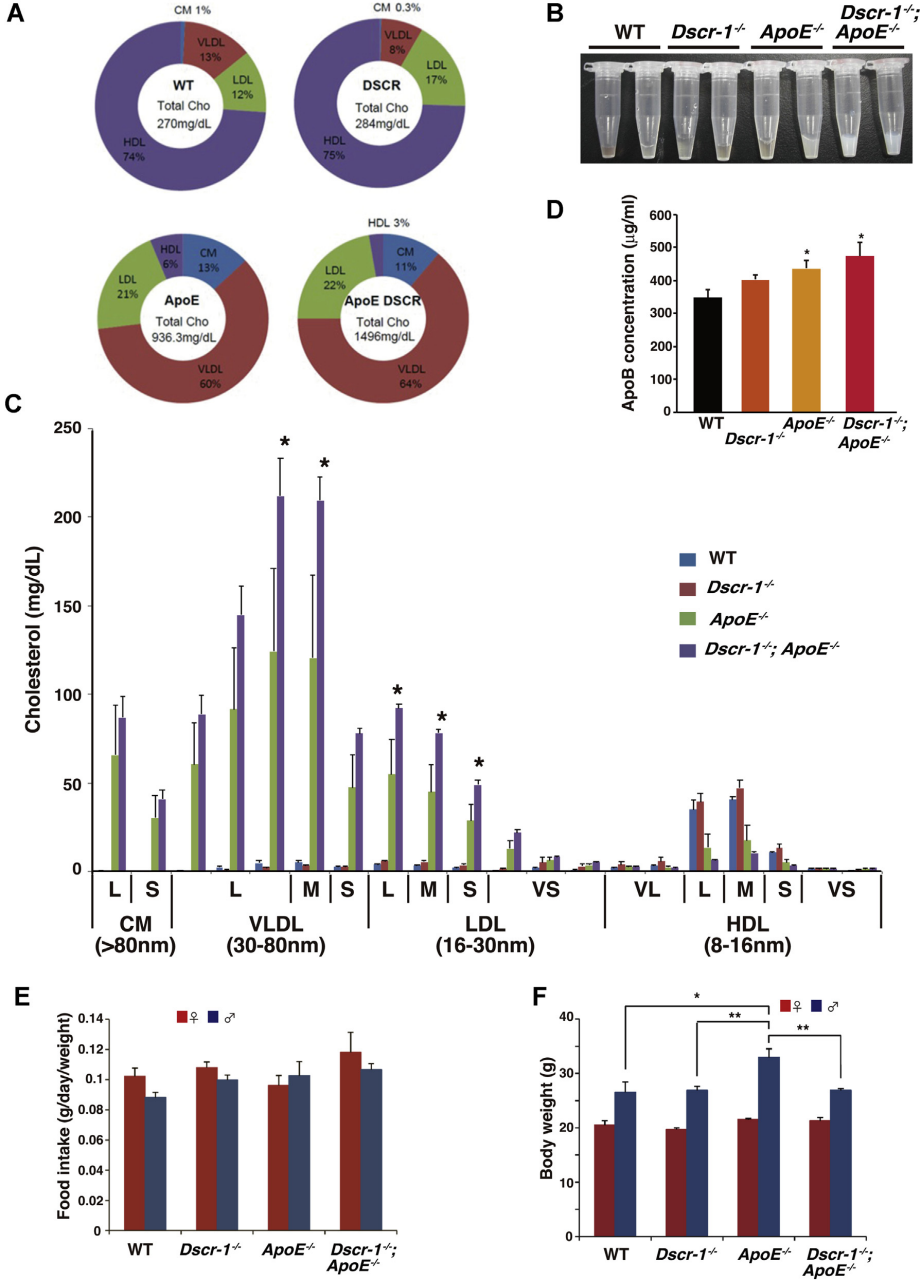
**Dscr-1 deficiency exaggerates hypercholesterolemia by ApoE**^**−/−**^**condition.***A*, pie chart of total cholesterol volume and their proportions (%). Values are derived from six independent specimens. *B*, two representative collected serum samples from each conditioned mouse are shown. *C*, cholesterol content profiles from each conditioned mouse (n = 12, mean ± SD) are shown. ∗*p* < 0.05 compared with ApoE^−/−^ and Dscr-1^−/−^ plus ApoE^−/−^. *D*, ELISA analysis for plasma ApoB quantification from WT, Dscr-1^−/−^, ApoE^−/−^ and double null mutant mice (n = 3, mean ± SD). ∗*p* < 0.05 compared with WT. *E* and *F*, food intake (*E*) and total body weight (*F*) from either or combined null mutation of Dscr-1 and ApoE and littermate control (WT) after an HFD feeding for 8 weeks (n = 12). *Red* and *blue* indicate female and male, respectively (n = 12, mean ± SD). ∗*p* < 0.05 and ∗∗*p* < 0.01 compared to WT. L, large; M, middle; S, small; VL, very large; VS, very small size of lipid.

### LDLR knockdown exhibits high-cholesterol lipid profiles under *Dscr-1* null mutation

Subsequently, we examined whether the pathological exacerbation of *ApoE* deficiency is due to direct hypercholesterolemia or indirectly mediated by loss of the *ApoE* gene, since APOE has been reported to possess several pleiotropic effects that influence cell signaling (20). Therefore, we conducted a cholesterol profiling assay under LDLR knockdown conditions. When we used the constitutively activated (CA)-PCSK9 administration method to promote LDLR degradation in the liver of mice, mimicking LDLR knockout mice, loss of DSCR-1 alone failed to increase endogenous autocleavage of PCSK9. In contrast, adenoviral-overexpressed CA-PCSK9 increased the enzyme level in serum from both WT and Dscr-1^−/−^ mice (Fig. 4*A*), eventually resulting in the degradation of LDLR expression in the liver; no obvious difference in LDLR degradation was observed between WT and Dscr-1^−/−^ mice (Fig. 4*B*). Importantly, total cholesterol and LDL levels were significantly higher in Dscr-1^−/−^ mice than in the WT control, whereas HDL levels did not significantly change in either mouse after CA-PCSK9 treatment (Fig. 4*C*). Similarly, hypercholesterolemia *via* LDL receptor knockdown was exaggerated in Dscr-1^−/−^ mice after adeno-associated virus-mediated CA-PCSK9 treatment (Fig. S3). Collectively, these data suggest that the severe pathology observed in *Dscr-1* and *ApoE* double null mutant mice is based on advanced hypercholesterolemia rather than the indirect effects of *ApoE* loss.

**Figure 4:**
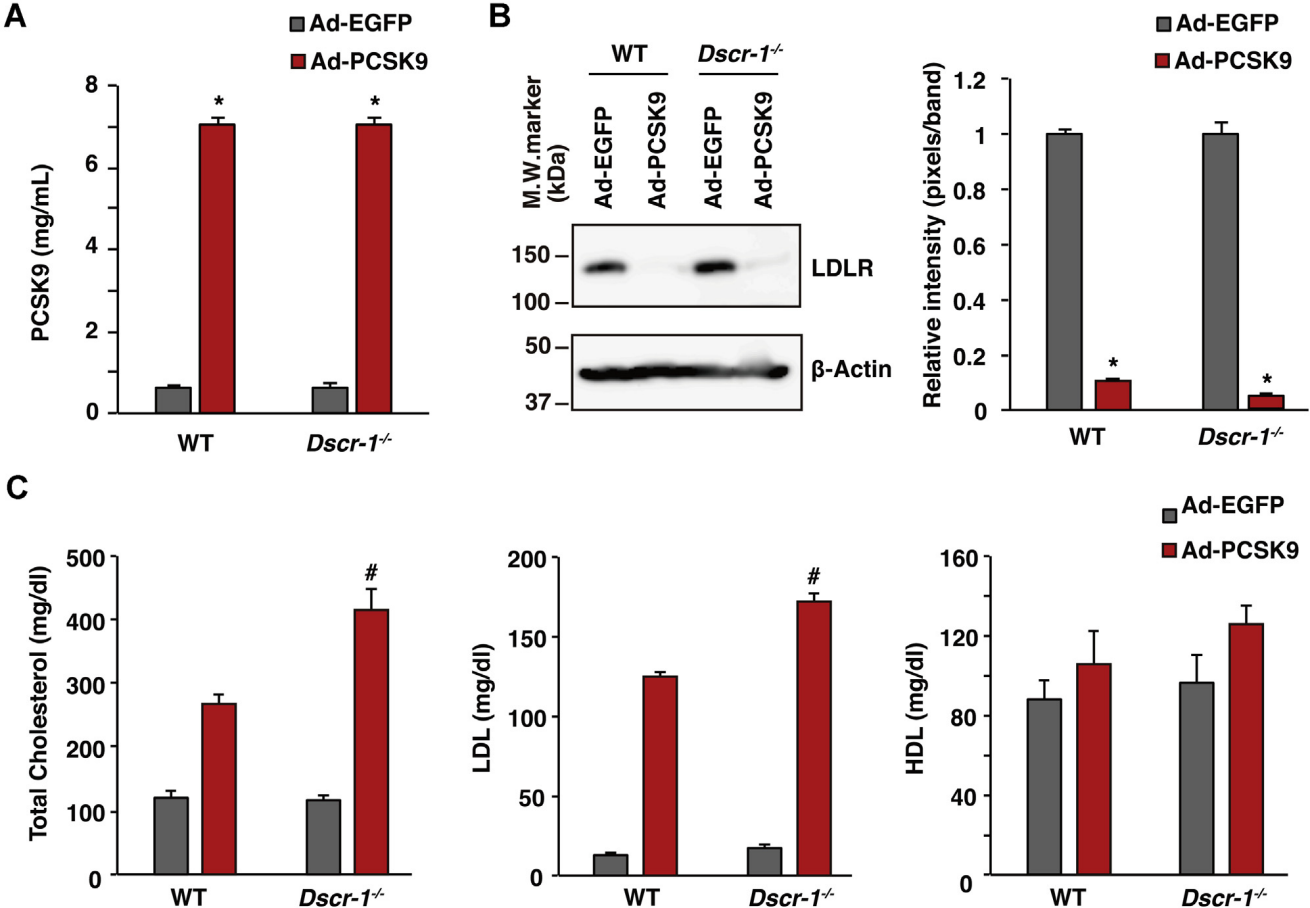
**Dscr-1 deficiency exaggerates hypercholesterolemia under LDLR knockdown conditions.***A*, serum PCSK9 levels 7 days after adenovirus administration. Ad-EGFP was used as the control (n = 3, mean ± SD). ∗*p* < 0.05 compared with control. *B*, western blots of anti-LDLR antibody from total liver extracts. β-Actin indicates the loading control. *Right bar graph*; quantification of LDLR expression from western blots (*left*) (n = 3, mean ± SD). ∗*p* < 0.05 compared with control. *C*, quantification of total cholesterol (*left*), LDL (*middle*), and HDL (*right*) from indicated conditions (n = 3, mean ± SD). #*p* < 0.05 compared with the CA-PCSK9 treatment from WT control.

### Increased cholesterol circulation in peripheral tissues of Dscr-1^−/−^ and ApoE^−/−^ mice

In addition to liver failure, cholesterol metabolism can also be influenced by vascular-bed-specific functions, such as lipid absorption into the aortic endothelium. Eighteen-week-old normal chow-fed *ApoE*^−/−^ mice demonstrated atheroma formation compared with WT and Dscr-1^−/−^ mice (Fig. 5*A*). Consistent with previous findings (21), the combined null mutation of *ApoE* and *Dscr-1* failed to induce atheroma compared with the *ApoE*^−/−^ mutation alone (29.8% reduction with *Dscr-1*^−/−^), even though *ApoE* and *Dscr-1* double mutant mice had higher cholesterol profiles (Fig. 5*A*). Impaired migration and accumulation of aortic smooth muscle cells and macrophages for vessel remodeling have been reported in Dscr-1^−/−^ mice (9, 21), leading to resistance to atherosclerotic plaque formation in the aorta. However, the pathology of NFAT signaling pathway mutations has not been fully characterized. To examine whether NFAT/DSCR-1 signaling contributes to the formation of atherosclerotic plaques, we crossed *DSCR-1* promoter-*lacZ*-reporter mice with *ApoE*^−/−^ background, and the resulting mice were stained with anti-lacZ and anti-CD31 antibodies as endothelial markers. In spontaneous atherosclerotic plaques, the *DSCR-1* promoter was specifically activated in the endothelium and smooth muscle cells, as indicated by LacZ expression (Fig. 5, *B*–*D*). This result suggests that Dscr-1 regulates pathological atherosclerosis in the aortic endothelium and smooth muscle cells. 

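RNA from aortic endothelial cells of ApoE-null and of Dscr-1 ApoE double null mice was hybridized to the same type of array, with 2 arrays for each genotype. The sample labels and the text name these groups, while the summary of the study deposited with the data names Dscr-1-null cells as the control. The deposited values of the 4 arrays are on the log2 scale, and the method that gave them is not named for these arrays. They were used without further scaling. The authors' control probe sets are blank, so hybridization controls could not be compared. Probe sets at or above the median of all aortic values in at least 2 arrays were kept and reduced to 1 per gene as in liver, which left 11651 genes for limma. The labels place the arrays of the same number in 1 array set. The difference between the 2 arrays of a group had a correlation of 0.22 across genes between the genotypes, so a fit with the array set as a block is given beside the results. Double null array 2 stood apart from the rest on the first principal component, which held 70.5% of the variance. Rcan1 had a log2 change of 0.22 between the genotypes (limma adjusted p = 1), and another of its probe sets was 0.63 higher in double null cells. The probe set of Apoe gave 7.22 ± 0.07 (SD, n = 2 arrays) in ApoE-null cells and 7.49 ± 1.13 (SD, n = 2) in double null cells. Its change was 0.28, which turned to -0.52 without double null array 1.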

To address the role of Dscr-1 in aortic endothelial cells with regard to lipid resorption, we isolated aortic endothelial cells from ApoE^−/−^ alone and *Dscr-1*^*−/−*^ plus *ApoE*^−/−^ mice and performed genome-wide transcriptional analysis (Fig. 6*A* and Fig. S4). Compared with WT and ApoE^−/−^ aortic endothelium, gene expression patterns were similar in Dscr-1^−/−^ mice, except for scavenger receptor A (SR-A) (Fig. S4), whose mRNA was specifically increased only in aortic endothelial cells from ApoE^−/−^ mice but not in WT, Dscr-1^−/−^, or *ApoE* plus *Dscr-1* double null mice (Fig. S4). 

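Msr1, which encodes scavenger receptor A, was lower in double null than in ApoE-null aortic endothelial cells on both arrays. Its log2 signal was 6.46 and 6.60 in ApoE-null cells and 4.71 and 4.76 in double null cells. The change was -1.79 (standard error 0.19), beyond the spread between the 2 arrays of either group, but it did not pass over all genes (limma adjusted p = 0.186, and adjusted p = 0.7 with the array set as a block). All 4 probe sets of Msr1 were lower, by log2 changes of -2.42, -1.79, -1.27 and -2.47. Of 18 scavenger and lipoprotein receptor genes, 0 passed limma over all genes, Msr1 fell when adjusted over the list alone, and 3 had an unadjusted p under 0.05. The median change of the list was -0.01 (camera adjusted p = 0.953). Without 1 array the spread comes from the other group alone, so only the change is given. Without ApoE-null array 1 or 2 that of Msr1 was -1.86 and -1.72. Without double null array 1 or 2 it was -2.71 and -2.22, where another of its probe sets stood for the gene. With the probe set of all arrays kept, the change was -1.77 and -1.82 without these double null arrays. From these arrays the paper states that SR-A mRNA was increased in ApoE-null aortic endothelium and not in double null cells. WT and Dscr-1-null endothelial cells were not analysed here.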

Importantly, ceruloplasmin mRNAs were specifically and significantly induced in the aorta of Dscr-1^−/−^ null mice, while their expression was not observed in the microvascular endothelium of the lung (Fig. 6*B*). Ceruloplasmin is a copper transporter that leads to nitrite production *via* nitric oxide (NO) (22). It has been reported to function as an antioxidant product in circulation (23). Ceruloplasmin also inhibits endothelial cell NO synthetase activity (24) and can dysregulate NO homeostasis in the aorta. Indeed, free NO levels were reduced by more than threefold in the aorta of *Dscr*-1 null mice (Fig. 6*C*). Furthermore, in an *ex vivo* macrophage adhesion assay in the aorta, pretreatment with oxidative LDL (oxLDL) in the dissected aorta showed marked induction of fluorescently labeled macrophage adhesion in WT mice. In contrast, *Dscr-1* null aortas exhibited significantly reduced cell adhesion to the aortic endothelium (Fig. 6*D*). These data suggest that aortic endothelial cells in Dscr-1^−/−^ mice attenuate the initial step of atherosclerotic plaque formation. Indeed, endothelial-cell-derived activation molecules for macrophages, such as *VCAM-1* and *ICAM-1*, were induced after oxLDL treatment, and these were much weaker in the endothelium of Dscr-1^−/−^ mice than in WT controls (Fig. 6*E*). Consistent with the gene expression profiles in aortic endothelial cells and using WT mice as a reference, *Dscr-1* and *ApoE* double null mice aortas did not accumulate as many lipids compared with *ApoE*^−/−^ mice aortas (Fig. 6*F*). Hypercholesterolemia in peripheral blood was observed in *ApoE* and *Dscr-1* double null mice, whereas increased LDL levels could not be processed by larger aortic vessels due to atherosclerotic plaque formations, leading to worsening higher circulating LDL levels (Fig. 6*F*). Chronic hypercholesterolemia *in vivo* might lead to pathological inflammatory damage, even with less atherosclerosis in large vessels. Compared with ApoE^−/−^ mice, ApoE plus DSCR-1 double null mutated mice 48 weeks old showed uneven hair surfaces and developed spontaneous keloid diathesis and lipomas (Fig. 7). Taken together, these findings show that loss of *Dscr-1* specifically suppresses lipid resorption into the aortic endothelium, resulting in synergistically increased cholesterol levels in peripheral tissue in combination with *ApoE*^−/−^ and *Dscr-1*^*−/−*^-mediated severe liver dysfunction.

**Figure 5:**
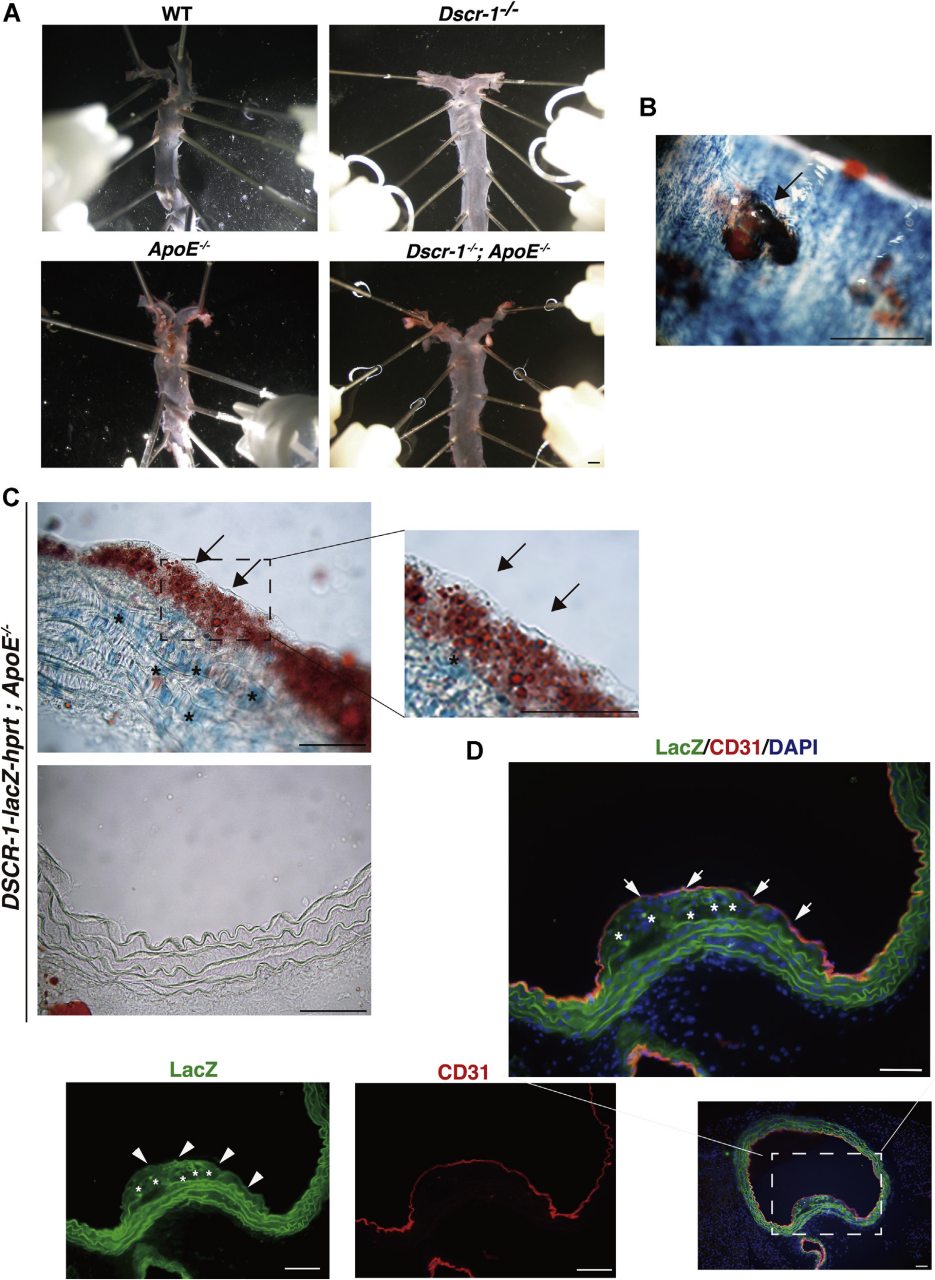
**Dscr-1 expresses atherosclerotic plaques.***A*, macroscopic view of representative Oil-Red O staining with dissected aorta from WT, Dscr-1^−/−^, ApoE^−/−^, and Dscr-1^−/−^ plus ApoE^−/−^ mice. Scale bar: 2 mm. *B*, whole-mount lacZ staining of atherosclerotic plaques in the aorta of DSCR-1 promoter-lacZ-*hprt* locus knock-in mice under ApoE^−/−^ genetic background. *Arrow* indicates representative atheroma. Scale bar: 100 μm. *C*, section images from the aorta. *Lac*Z-positive endothelial cell layer and smooth muscle cells are indicated by *arrows* and *asterisks*, respectively. A high-power view in the plaque field is shown on the *right*. *Upper*, plaque area; *lower*, nonplaque area. *D*, immunostaining of aorta with anti-*Lac*Z (*green*), CD31 (*red*) antibodies. Merged image with DAPI (*blue*) in *rectangle* is magnified. *Lac*Z-positive endothelial cell layer and smooth muscle cells are indicated by *arrows* and *asterisks*, respectively. Data shown are representative of four independent staining experiments. Scale bar: 100 μm.

**Figure 6:**
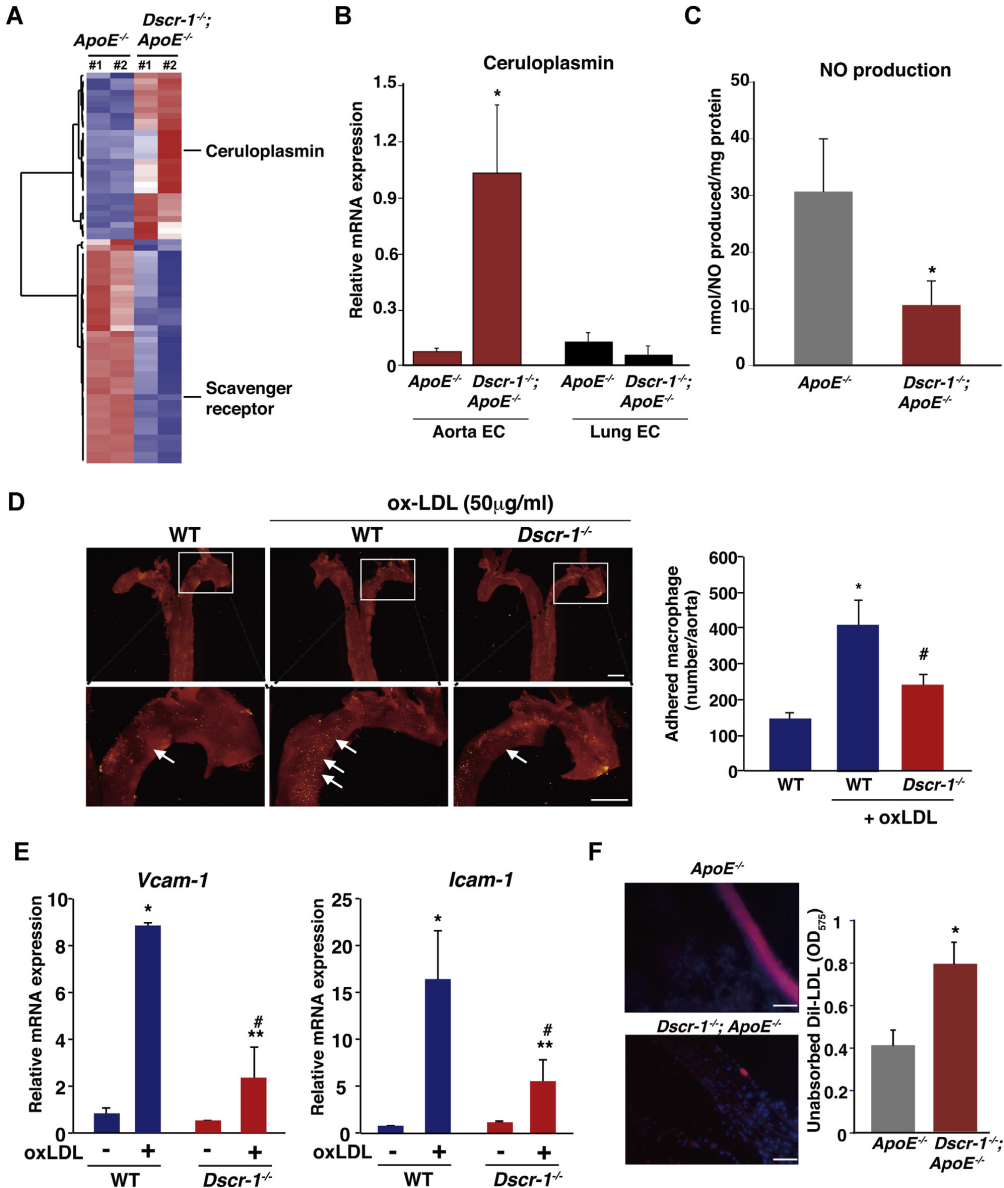
**Dscr-1 deficiency impairs lipid resorption and macrophage adhesion molecule induction in aortic endothelium.***A*, heatmap illustration of up- or down-regulated genes in aortic endothelium from ApoE^−/−^ and Dscr-1^−/−^ plus ApoE^−/−^ mice. *B*, real-time qPCR analysis of ceruloplasmin mRNA expression in indicated endothelial cells. Expression is normalized to cyclophilin A mRNA levels (n = 3, mean ± SD). ∗*p* < 0.05 compared with ApoE^−/−^ in aortic endothelium. *C*, calculated nitric oxide (NO) production levels in each aorta (n = 6, mean ± SD). ∗*p* < 0.05 compared with ApoE^−/−^. *D*, representative images from PKH-26-stained macrophage adhesion (*yellow* in each *rectangle*) from *ex vivo* aorta in the presence or absence of 50 μg/ml oxLDL treatment for 4 h. The *upper rectangular region* is shown with the high-power view of each in the *lower panel*. The *white arrow* indicates a macrophage adhered region. *Right bar graph*; quantitative analysis of adhered macrophage counts (n = 5, mean ± SD) ∗ and #*p* < 0.05 compared with WT in the absence or presence of oxLDL, respectively. Scale bar: 1 mm. *E*, real-time qPCR analysis of *Vcam-1* (*left*) or *Icam-1* (*right*) mRNA expression in aortic endothelium from WT and Dscr-1^−/−^ (n = 5, mean ± SD) ∗*p* < 0.01 and ∗∗*p* < 0.05 compared with the absence of oxLDL, and #*p* < 0.05 compared with WT in the presence of oxLDL. *F*, DiI-labeled LDL (*red*) intake was visualized under fluorescent microscopy. Representative sections from the aorta in ApoE^−/−^ (*upper*) and Dscr-1^−/−^ plus ApoE^−/−^ mice (*lower*) are shown (n = 6). Scale bar: 500 μm. *Right bar graph*; systemic circulated DiI-LDL levels from ApoE^−/−^ and Dscr-1^−/−^ plus ApoE^−/−^ mice (n = 6, mean ± SD) ∗*p* < 0.05 compared with ApoE^−/−^. EC, endothelial cells.

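Cp, which encodes the copper-carrying ferroxidase ceruloplasmin, was higher on both double null arrays of aortic endothelium than on either ApoE-null array. Its log2 signal was 8.39 ± 0.12 (SD, n = 2 arrays) in ApoE-null cells and 10.6 ± 1.39 (SD, n = 2) in double null cells, with 9.66 and 11.62 on the 2 double null arrays. The change was 2.25 (standard error 0.61), which did not pass over all genes (limma adjusted p = 0.648, and adjusted p = 0.742 with the array set as a block). All 8 probe sets of Cp were higher, by log2 changes of 0.83 to 2.40. Of 17 genes of nitric oxide and copper handling, 0 passed limma (0 when adjusted over the list alone, 4 at an unadjusted p under 0.05). The median was 0.06 (camera adjusted p = 0.0957). Nos3, the endothelial nitric oxide synthase, had a change of 0.01 (limma adjusted p = 1), and Mt1, the copper-binding metallothionein 1, one of 0.50 (limma adjusted p = 0.668). Leaving out an array leaves 1 array in its group and no spread there, so only the change is given. That of Cp was 3.23 and 1.27 without double null array 1 and 2, and 2.16 and 2.34 without ApoE-null array 1 and 2. Mt1 had 0.66 and 0.34, and 0.48 and 0.52, in the same order. The change of Nos3 turned to -0.01 without double null array 2.

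**Figure D2:**
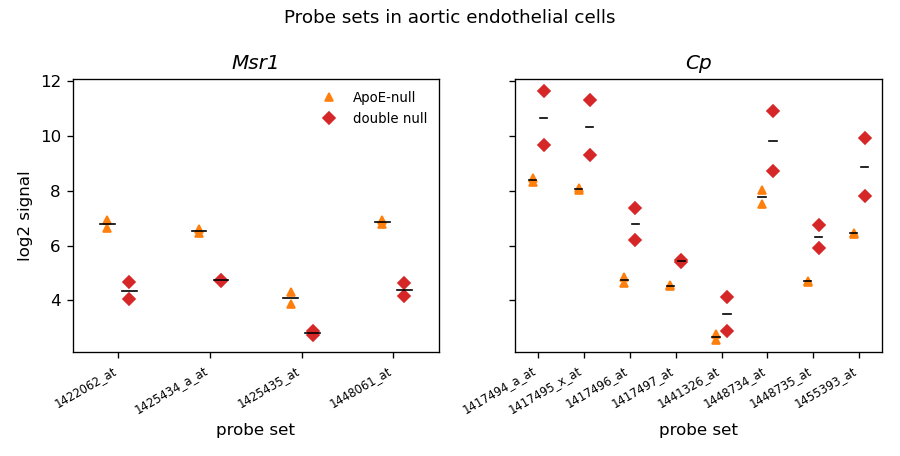
Log2 signal of the 4 probe sets of Msr1 and the 8 probe sets of Cp in ApoE-null and double null aortic endothelial cells. Each point is 1 array and each bar is the mean of the 2 arrays; the Msr1 probe sets are lower and the Cp probe sets higher in double null cells.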

**Figure 7:**
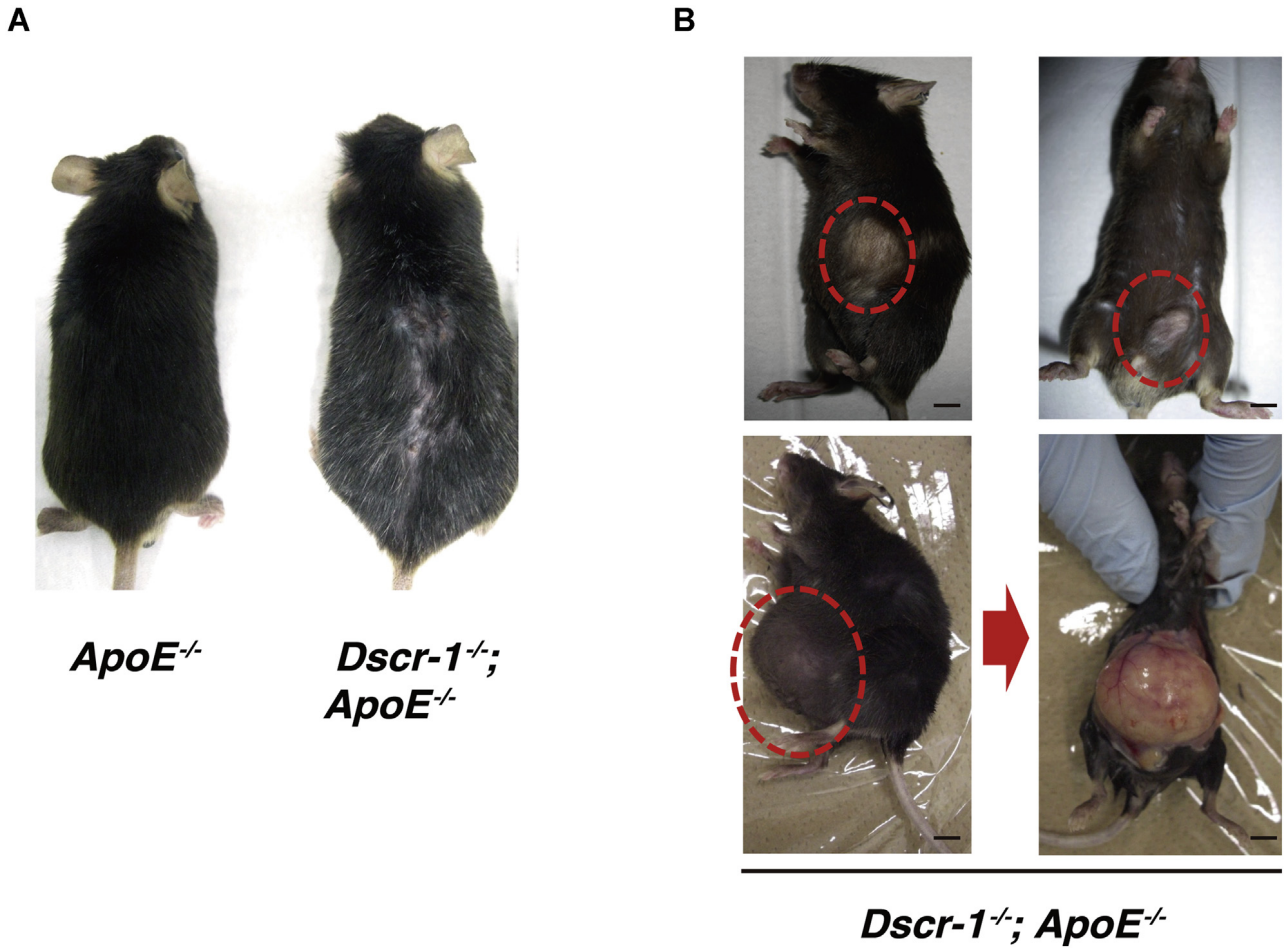
**Dscr-1 deficiency-mediated chronic hypercholesterolemia indicates several pathologies.***A*, representative macroscopic views from 12-month-old mice. Camera distances were ∼15 cm from the subjects. Brightness was autoformatted. *B*, spontaneous lipomas are shown in *red circles*. Scale bar: 1 mm.

## Discussion

Lifestyle diseases, especially hypercholesterolemia, obesity, and chronic inflammation-induced atherosclerosis, are on the increase. Multivascular dysfunction is thought to trigger worse morbidity and mortality. In the present study, we demonstrated that mice with Dscr-1 null mutation exhibited SREBP2 hyperactivation and susceptibility to oxidative or ER stresses and eventually developed NAFLD. Even though Dscr-1^−/−^ alone did not affect the systemic cholesterol clearance, once *ApoE*-null mutation was combined with Dscr-1^−/−^, the mice developed steatohepatitis and a more severe hypercholesterolemia, than *ApoE*-null background alone. Moreover, if such a highly pronounced pathology persisted, they spontaneously developed lipomas with increasing age.

DSCR-1 was named as such because it is located in the Down syndrome critical region of human chromosome 21 (25). We and others have identified that VEGF or thrombin dramatically and rapidly upregulates DSCR-1, adequately modulating calcineurin-NFAT signaling both in primary cultured endothelial cells and *in vivo* (5, 13, 14, 26). Loss of DSCR-1 results in NFAT hyperactivation in endothelial cells, leading to divergent phenotypes due to different tissue microenvironments (17). It has been reported in different mouse lines that *Dscr-1* loss suppressed nonshivering thermogenesis by affecting white adipose tissues and skeletal muscles (27). This metabolic dysfunction may reflect similar conclusions arising from our data, especially related to liver inflammation and fat deposition. However, our generated *Dscr-1* null mutation failed to demonstrate weight loss or feeding insufficiencies compared with littermate WT controls (see Fig. 3, *D* and *E*). Moreover, our isoform-specific *Dscr-1* null mice, recently generated using direct gene-editing technology with C57/BL6J embryos, also revealed normal growth and weight gain, at least under normal chow and no-stress conditions (data not shown). Although the main reasons for the discrepancy in steatohepatitis are still unclear, it may have been caused by intestinal flora or culture conditions. Indeed, pathologies due to *Dscr-1* null mutation were apparent when crossing ApoE^−/−^ mice. Our focus on aortic and liver abnormalities *via Dscr-1* loss would not bear directly on white adipose or skeletal muscles. Most importantly, the calcineurin-NFAT/DSCR-1 signaling axis plays a crucial role in vascular-bed heterogeneity. For example, endothelial cell structure and gene expression can vary in response to the surrounding organ/tissue microenvironment. oxLDL-mediated VCAM-1 or ICAM-1 expression was not fully activated in Dscr-1^−/−^ mice aortic endothelium; however, it was hyper-induced in the lung microvascular endothelium of DSCR-1^−/−^ mice (13). Thus, mice lacking DSCR-1 showed various phenotypes depending on the tissues and organs.

Our data indicated that *Dscr-1* and *ApoE* double null mice experienced significant hypercholesterolemia, while atherosclerotic plaque levels in the aorta were reduced. Among the important players in atherosclerosis, aortic smooth muscle cells and macrophages in Dscr-1^−/−^ mice demonstrated impaired migration and vessel remodeling and promoted M2 macrophage subtypes stimulation, dampening atherosclerotic progression (9). Additionally, conditional deletion of *Dscr-1* predisposes patients to hypertension-mediated intramural hematomas, aneurysms, and aortic rupture (28). These studies indicate that Dscr-1 expression mediates vascular homeostasis through various cellular compartments under aberrant pathological conditions. 

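Hprt was higher and Xist lower in double null than in ApoE-null aortic endothelial cells, and no other gene of 11651 passed the test. Hprt had a log2 change of 3.84 (standard error 0.14, limma adjusted p = 0.00643) and Xist, the RNA that coats the inactive X chromosome, one of -4.68 (standard error 0.23, limma adjusted p = 0.0162). The methods name 2 mouse lines with a targeted Hprt locus, and the labels do not say whether any array came from them. Female cells in the ApoE-null cultures may be a source of the higher Xist there. Neither change can therefore be tied to the loss of Dscr-1 from these arrays. With the array set as a block 0 genes passed limma, and 671 had an unadjusted p under 0.05 where 583 are expected by chance. Of 23 genes of cholesterol synthesis and SREBP2 targets, 0 passed limma (0 when adjusted over the list alone) and 10 were lower at an unadjusted p under 0.05, with 2 of 23 higher. The median was -0.37 (camera adjusted p = 6.93e-10, 4.25e-08 with the block, and adjusted p = 0.888 with an estimated correlation). In simulated aortic arrays the estimated correlation found 0 of 5 shifted lists, so its value decides nothing about a call. Among them Fdps, the farnesyl diphosphate synthase, had a change of -0.43 (limma adjusted p = 0.625) and Hmgcs1, the HMG-CoA synthase, one of -0.46 (limma adjusted p = 0.845). Of 32 genes of ER stress, 30 were higher, and 0 passed limma (0 when adjusted over the list alone, 6 at an unadjusted p under 0.05). The median was 0.21 (camera adjusted p = 3.07e-07, 2.95e-06 with the block, and adjusted p = 0.888 with an estimated correlation), and the chaperone gene Hspa5 had a change of 0.30 (limma adjusted p = 0.852). Of 27 endothelial cell genes, 8 were higher and 0 passed limma (0 when adjusted over the list alone, 4 lower at an unadjusted p under 0.05). The median was -0.15 (camera adjusted p = 0.0124, 0.0195 with the block, and adjusted p = 0.888 with an estimated correlation). Of the smooth muscle cell genes, 9 of 10 were higher in the same arrays, and 0 passed limma (0 when adjusted over the list alone, 2 at an unadjusted p under 0.05). The median was 0.36 (camera adjusted p = 0.00799, 0.0159 with the block, and adjusted p = 0.888 with an estimated correlation).

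The count of 2 became 0 without either ApoE-null array, 2502 without double null array 1 and 611 without double null array 2. Each of these fits leaves 1 array in a group, so the spread comes from the other group alone. The methods' t-test gave 419 genes at its threshold and 0 after adjustment. The calls of Hprt and Xist were lost without ApoE-null array 1 or 2. Their changes there were 3.93 and 3.75 for Hprt and -4.58 and -4.78 for Xist. Without each array in turn, the change ranged from -0.49 to -0.38 for Fdps and from -0.68 to -0.23 for Hmgcs1. That of Hspa5 ranged from 0.19 to 0.41. The endothelial list lost its call without ApoE-null array 2 (0.06) or double null array 2 (0.919), and the smooth muscle list without double null array 1 (0.832).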

Here, we show that aortic endothelial cells also largely changed their gene expression profile in Dscr-1^−/−^ mice. Overexpression of ceruloplasmin leads to dysregulation of NO homeostasis. Moreover, SR-A is mainly expressed in macrophages and directly correlates with atherosclerotic progression (29). 

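In double null against ApoE-null aortic endothelial cells Stab1, a scavenger receptor of endothelium, had a log2 change of 0.01 (limma adjusted p = 1), and Scarb2, a lysosomal receptor of the CD36 family, one of -0.69 (limma adjusted p = 0.966). The lysozyme genes Lyz1 and Lyz2, both on the macrophage and Kupffer cell list, had changes of 3.41 and 3.06 (limma adjusted p = 0.464 for both). Whether their probe sets read separate transcripts was not tested. Csf1r, the receptor for macrophage colony-stimulating factor, had a change of 1.34 (limma adjusted p = 0.379). Cd68, a macrophage glycoprotein, had one of 1.24 (limma adjusted p = 0.773). Of 13 macrophage and Kupffer cell genes, Msr1 among them, 9 were higher and 0 passed limma over all genes (7 rose and 1 fell when adjusted over the list alone). Their median was 0.42 (camera adjusted p = 0.00393, 0.0159 with the array set as a block, and adjusted p = 0.888 with an estimated correlation, which found 0 of 5 shifted lists in simulated aortic arrays). Of 20 genes of endothelial adhesion and activation, 13 were higher and 0 passed limma (0 when adjusted over the list alone, 6 at an unadjusted p under 0.05). The median was 0.18 (camera adjusted p = 0.662). Vcam1, the adhesion molecule for monocytes, had a change of -0.45 (limma adjusted p = 0.648) and Icam1 one of 0.02 (limma adjusted p = 1). The further probe sets of Vcam1 had changes of -0.58 and 0.08. Those of Csf1r had 0.64 and 0.25, and for the last the arrays of the groups overlapped. Adgre1 and Itgam, also on the macrophage list, had signals of at most 3.42 and 2.81 and did not pass the filter. Leaving out an array leaves 1 array in its group, so only the range of the change over the 4 such fits is given. It was 2.34 to 4.48 for Lyz1, 2.05 to 4.07 for Lyz2, 1.19 to 1.48 for Csf1r and -0.58 to -0.31 for Vcam1. For Cd68 it was 0.66 to 1.82 and for Scarb2 -1.16 to -0.22, with the larger changes of both without double null array 1. The change of Icam1 turned to -0.29 without double null array 2, and that of Stab1 to -0.02 without ApoE-null array 1.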

Although SR-A expression levels in endothelial cells are usually minimal, our microarray analysis indicated significant expression of SR-A mRNAs in aortic endothelial cells in ApoE^−/−^ mice, which was completely lost in mice with both *ApoE* and *Dscr-1* loss (Fig. S4). Further studies are needed to uncover why such plaques failed to grow with hypercholesterolemia in Dscr-1^−/−^ and ApoE^−/−^ mice. Identifying the underlying mechanisms may provide therapeutic targets to prevent plaque progression.

PCSK9 has been identified and linked to the phenotype of familial hypercholesterolemia (30). Studies have uncovered the role of PCSK9 in the regulation of LDLR recycling and identified loss-of-function variants of *PCSK9* associated with lower circulating LDL cholesterol levels and a reduced risk of coronary artery disease (2). Most recently, PCSK9 inhibition also enhanced cytotoxic T cell function with immune-checkpoint therapy against tumors (31). PCSK9 expression is coordinatively regulated by the transcription factors SREBP2 and HNF-1α (32). This is in sharp contrast to LDLR induction, which is directly downstream of SREBP1/2 alone (10). Our data revealed increased LDLR expression in Dscr-1^−/−^ mice livers, but there was no upregulation of endogenous PCSK9 level, although there was an increase in SREBP2. We believe that the main reason for PCSK9 unresponsiveness is a lack of HNF-1α induction, supported by our microarray data (Supplemental data in array, GSE172283).

In conclusion, DSCR-1 is a protective factor against oxidative or ER stress in hepatocytes, chronic liver injuries, metabolic dysfunction, and acute septic inflammation. Loss of *Dscr-1* in the aorta attenuated lipid resorption, which triggered further hypercholesterolemia from ApoE^−/−^ or PCSK9-mediated LDLR knockdown. Our results suggest that the NFAT-DSCR-1 signaling axis is an important regulator of metabolism in the liver and aorta.

## Experimental procedures

The authors declare that all supporting data are available in the article and the Table S1.

### Mice

WT C57BL/6J mice were purchased from Clea Japan. Dscr-1^−/−^ and ApoE^−/−^ mice with C57BL/6J backgrounds have been previously described (17, 33). Hypoxanthine phosphoribosyltransferase (*Hprt*) locus targeted Tie2 promoter-driven human DSCR-1 short isoform expressed mice and DSCR-1 promoter-driven lacZ-expressing mice have also been previously described (13, 18). All animal care and experimental procedures followed instructions from the committee of both the University of Tokyo and Kumamoto University. All animals were allowed free access to water and a normal chow diet (CE-2; CLEA Japan) or a high-fat diet (HFD, ORIENTAL YEAST) containing 35% fat, 30% maltose, 22% casein, 7% dextrin, and 3.5% minerals. Littermate mice were fed HFD for 12 weeks from 8 weeks of age.

### Cell lines

Human embryonic kidney (HEK) 293 cells and HepG2 cells were purchased from the American Type Culture Collection. Cells were maintained in DMEM (Sigma-Aldrich) supplemented with 10% fetal bovine serum (ThermoFisher) at 37 °C in a 5% CO_2_ atmosphere in a humidified incubator. Primary hepatocytes were isolated from mice by enzymatic digestion with collagenase type I and plated on gelatin-coated plates. For induction of lipogenesis, cells starved for 16 h were cultured for 24 h in a medium containing 50 μM Mevastatin (Calbiochem), 50 μM Mevalonolactone (Sigma), 10 μg/ml cholesterol (Sigma), and 1 μg/ml 25-OH-cholesterol (Sigma) in 5% lipoprotein-deprived serum. Primary endothelial cells from the aorta or lungs were isolated and cultured according to a previously described method (18).

### Western blotting and quantification

Liver lysates were prepared with a lysis buffer containing 0.25% NP-40 to extract the cytoplasm and cell membrane proteins. After centrifugation at 4 °C to collect the supernatant, a one-fourth volume of 5x sample buffer was added to the supernatant, and the samples were boiled for 5 min. Aliquots were applied to the gel, and following separation of the proteins by electrophoresis, they were transferred to a membrane and subsequently incubated with 1 μg/ml mouse anti-actin antibody (Sigma) and 1.4 μg/ml rabbit anti-LDL receptor antibody (Abcam) as the primary antibody. Anti-mouse IgG or anti-rabbit IgG antibody conjugated with horseradish peroxidase (HRP) was used as the secondary antibody (GE Healthcare). The obtained images were quantitated using Image J software (NIH).

To separate nuclear and cytoplasmic/membrane fractions, cell lysates were prepared in basal buffer (10 mM HEPES pH 7.6, 150 mM MgCl_2_, 100 mM EDTA, and 100 mM EGTA). To extract cytoplasmic/membrane proteins, basal buffer containing 1 mM KCl was added, and the cells were lysed ten times using a 21-guage needle and then incubated on ice for 30 min. The samples were centrifuged at 1000*g* at 4 °C, and the supernatant was collected. The membrane fraction was concentrated *via* acetone precipitation and treated with lysis buffer (1 mM Tris-HCl pH 7.6, 10 mM NaCl, and 1% SDS). To extract the nuclear fraction, centrifuged precipitates were incubated with basal buffer containing 420 mM NaCl, solubilized, and quantified. Sample aliquots were subjected to SDS-PAGE, the separated proteins were transferred to a membrane and then incubated with antibodies against 1 μg/ml human SREBP2 (provided by the Sakai lab, Tohoku University, Japan), mouse SREBP2 (Abcam), Histone H3 (Cell Signaling Technology), ATF-4 (Santa Cruz Biotech), ATF-6a (Santa Cruz Biotech), or XBP-1S (Santa Cruz Biotech).

### Histological analysis and immunohistochemistry

For paraffin sections, tissues were embedded in paraffin after fixation in 4% paraformaldehyde and subjected to hematoxylin and eosin (H&E) and Oil Red O staining. For cryosection analysis, tissues were sectioned, washed with 60% isopropyl alcohol, and then stained for 1 h at 37 °C in Oil Red O solution (Fujifilm, Wako). Oil Red O-positive lipid droplets were quantified using *Image J* software. For detection of Dscr-1 in the mouse liver, mice were perfused with 2% paraformaldehyde in PBS. Slides containing cryosections were treated with acetone for 10 min, blocked with a protein blocker (DAKO), and stained with our generated anti-Dscr-1 antibody (13). Zenon labeling technology (Invitrogen) was used to amplify the mouse tissue signal using a mouse monoclonal antibody. To detect 4-HNE in mouse liver, tissue slides were incubated with an anti-4-HNE antibody (JaICA) and subsequently with HRP-conjugated secondary antibody; the slides were then incubated with DAB reagent and hematoxylin counterstain.

### *Ex vivo* aortic adhesion assay

WT or Dscr-1^−/−^ mice were anesthetized, aortas resected from the chest cavity were flushed with DMEM containing 0.1% heparin, and extra fat and connective tissue were removed. oxLDL (50 μg/ml) was injected into the aorta and incubated for 4 h at 37 °C. During incubation, peritoneal macrophages activated by thioglycollate medium (BD Difco) were collected from WT mice. Peritoneal macrophages were labeled with PKH26 (Sigma) and injected with 3 × 10^5^ cells through the oxLDL-treated aorta. After 6 h of inoculation, macrophages were washed with Hank’s buffer saline solution (Fujifilm, Wako). The aortas were opened and embedded into a gelatin gel to count the number of adhered macrophages under fluorescent microscopy.

### Quantification of mouse ApoB lipoprotein in serum

Mice were anesthetized and peripheral blood from the inferior vena cava was collected. Serum was obtained by centrifugation for 15 min at 1000*g*, followed by coagulation for 2 h at room temperature. An ELISA (CUSABIO Biotech) was performed according to the manufacturer’s instructions.

### Hypercholesterolemia model generation *via* CA-PCSK9 administration

The recombinant mouse PCSK9 gene was subcloned from mouse liver cDNA and inserted into the Mighty TA-cloning vector (Takara Bio). To obtain CA-mPCSK9 with a D377 to Y mutation, PCR-based point-mutation was performed using specific primers. To produce adeno-associated virus (AAV), we utilized AAV-pro Helper Free System (AAV5) (Takara Bio) and purified it using the AAV-pro Purification Kit (Takara Bio) according to the manufacturer’s protocol. To deliver AAV, 3 × 10^10^ virus genome copies of AAV-CA-mPCSK9 were administered to 10-week-old mice by tail vein injection. Thereafter, mice were fed HFD for 2 weeks, and peripheral blood and liver tissues were collected to examine the serum profile and LDLR expression, respectively. To produce adenovirus, we used the pAd/CMV/V5-DEST Gateway Vector Kit (ThermoFisher) with cloned CA-mPCSK9 according to the manufacturer’s instructions. After infection of HEK293 cells with adenovirus, the culture medium was changed to Pro293, a Serum-Free Medium (LONZA), to collect the CA-mPCSK9 secreted into the medium. The solution was concentrated using a Centriprep (Merck) and infected HEK293 cells were cultured for 3 days, and the resulting adenovirus was amplified. A 5 × 10^9^ pfu virus solution was administered (*i.v.*) to 10-week-old mice. Thereafter, mice were administered with an *i.p.* injection of concentrated CA-mPCSK9 for 2 days. The treated mice were fed HFD until the end of the experiments. Peripheral blood and liver tissues were examined for serum profiling and LDLR expression, respectively. Biochemical profiling of serum components was performed using an automated analyzer (BioMajesty), and LDLR semiquantification was performed based on western blotting.

### Quantification of nitrite and LDL accumulation in the aorta

Nitrite volume in isolated aortas was calculated using the colorimetric assay for NO synthase according to the manufacturer’s protocol (Oxford Biomedical Research) and the methods of Ghigo *et al.* (34). LDL accumulation was quantified using DiI-labeled LDL (Alfa Aesar). Twenty-four-hour fasted mice (8-week-old) were administered (*i.v.*) with 20 μg DiI-LDL. Six hours later, thoracic aortas were isolated and fixed with 3% paraformaldehyde, cryosectioned, and visualized under fluorescent microscopy. Moreover, the unabsorbed LDL level from the plasma was quantified using a colorimetric assay (OD_570_).

### Gene expression analysis using real-time PCR

Total RNA was extracted from tissues using the RNeasy Micro Kit (Qiagen), converted to cDNA using the Prime Script reverse transcriptase (Takara-Bio) according to the manufacturer’s instructions, and used for quantitative real-time PCR amplification using SYBR Green (Takara Bio) with the indicated primers (Table S1).

### Luciferase assay

The functional proximal promoter region of the human SREBP-2 gene was determined *via* enrichment of the histone 3 trimethylated lysine 4 marker using the UCSC genome browser (http://genome.ucsc.edu). The identified region (∼3 kb) was isolated using PCR and subcloned into the pGL4.10 luciferase reporter plasmid (Promega). HEK293 cells were transfected with the SREBP-2 promoter-luciferase vector. After 24 h, cells were treated with CsA or saline control for 30 min and infected with adenovirus containing constitutively active NFAT1 or mock control. Luciferase activity was measured using the Dual-Glo luciferase assay system and normalized to Renilla luciferase following the manufacturer’s instructions (Promega).

### Expression array analysis

For genome-wide transcription analysis, the Affymetrix GeneChip Mouse Genome 430 2.0 Array (Affymetrix) was used. Data were collected and analyzed using the GeneChip Scanner 3000 (Affymetrix) and analyzed using the Affymetrix GeneChip Operating Software v1.3 by MAS5 algorithms to obtain the signal value (GeneChip score) for each probe set. For global normalization, the average signal in the array was set to 100. Expression array data were analyzed using GeneSpring GX software (Tomy Digital Biology). GO analysis was performed using DAVID (https://david.ncifcrf.gov/), and functional annotation was determined by biological processes. GSEA was performed following the standard procedure of the Molecular Signature Database (MSigDB). Transcriptional factor binding motifs commonly shared among characterized gene sets were assessed by MEME and TOMTOM (35).

### Statistical analysis

Data were analyzed using GraphPad Prism 8.0 (GraphPad Software). The normality and variances of data were tested by appropriate tests such as the Kolmogorov–Smirnov test and *F* test and are shown as the mean ± standard deviation. All data passed the normality and equal variance tests. *p*-values between the two groups were calculated using a standard two-tailed Student’s *t*-test. Statistical significance between multiple samples was determined using one-way ANOVA to reveal comparable variance, and each comparison was performed by Tukey HSD post hoc test (Tomy Digital Biology). Statistical significance was set at *p* < 0.05. FDR *q* < 0.25 was considered significant for GSEA analysis.

## Data availability

Expression array data are available from GEO datasets (GSE172283). All remaining data are included in this article.

## Supporting information

This article contains supporting information (14).

## Conflict of interest

The authors have no competing financial interests to disclose.

How the deposited data were processed for this re-analysis (not part of the article)

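Affymetrix mouse whole-genome arrays were analysed from 2 tissues. Liver RNA came from WT, Dscr-1-null, ApoE-null and Dscr-1 ApoE double null mice, and RNA of aortic endothelial cells came from ApoE-null and double null mice, with 2 arrays per group, 8 for liver and 4 for aorta. Genotypes and replicate numbers were taken from the sample labels and the figure legends, and the tissues were analysed separately.

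The authors' methods give MAS5 signal with the mean of each array set to 100, and the deposited liver values are signal intensities on a linear scale. The deposited aortic values are log2 signals, which the MAS5 scaling does not describe, and the submitters' notes name Transcriptome Analysis Console with no version. The deposited tables hold no detection calls. Of 45101 probe sets, 64 are controls and were left out. By the array's annotation, 34945 of the other 45037 name 1 gene, 932 name several and 9160 name none, and only those with 1 gene were counted, which cover 18194 genes. The Entrez identifiers of 34754 of these probe sets were found in the RefSeq annotation.

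Liver signals under 20 were set to 20 and taken to log2, and aortic values were used as they are. Probe sets at or above the tissue's median value in at least 2 arrays were kept, and the probe set with the highest mean then stood for its gene, which left 14892 genes in liver and 11651 in aorta. Each comparison used limma 3.58.1 in R 4.3.3, with lmFit and eBayes with a trend, Benjamini-Hochberg adjustment and a threshold of 0.05. The liver fit held all 4 genotypes and gave each null genotype against WT, double null against each single null and the interaction. With 2 arrays against 2 a two-sided exact permutation test cannot give a p below 0.333, so no test without pooled spread was reported, apart from the methods' t-test as an alternative. The number of arrays limits the precision of each value, and signals near the floor of 20 limit the folds of dim genes.

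Gene lists of pathways and cell types were tested with camera at a preset correlation of 0.01, adjusted over the lists of a tissue, and again with an estimated correlation, with which none of the list calls was kept (0 of 38 in liver and 0 of 10 in aorta). The number of members past the threshold was counted over all genes and adjusted over the list alone. Enrichment among the genes over 2-fold above WT in all 3 null genotypes was tested with Fisher's exact test, two-sided, against the genes kept. The number expected in common was taken from independent lists and from 100 simulated draws of unchanged groups that share the WT arrays.

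The genes named were those the paper names, for each comparison the 8 largest rises and the 8 largest falls among genes past the threshold whose arrays do not overlap (filled from genes that did not pass), up to 4 members of each list described, and the 10 genes with the largest smallest fold among those in common. The genes named from these groups in the text, and the rule by which results were singled out for a closer look, were settled after values had been seen. Genes named outside this rule (Cd68 and Csf1r in aortic cells, Sae1 in liver, the neighbours of Ang and the sex-linked genes) were chosen after their values were seen.

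The analysis was tested on simulated data made from the arrays. In liver, 2, 15, 27 and 40 of 50 genes were found at a log2 change of 1, 2, 3 and 4, with 0 false calls among 14692 unchanged genes, and in aorta 17, 38, 43 and 48 of 50, with 7 false calls among 11451. Shifted lists were found in 5 of 5 cases in both tissues with the preset correlation, with 0 of 15 unshifted lists called, and in 3 of 5 and 0 of 5 cases with an estimated correlation. The simulated genes varied independently of each other, so this could not show false list calls from genes that vary together. In the liver arrays the estimated correlation was 0.24 for the macrophage list, 0.30 for MHC class II and -0.01 for fatty acid oxidation.

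The alternatives were no floor, a floor of 50, 16 added before log2, quantile normalization, no filter, a filter at the 75th percentile, the mean of a gene's probe sets, probe sets in place of genes, eBayes without a trend, the replicate number as a block, the 2 compared genotypes alone, the methods' t-test, a stricter definition of 2-fold, and leaving out each array in turn. Array weights in liver, the list tests without each array or without the deleted genes Apoe and Rcan1 and the fits that keep a gene's probe set when an array is left out were added after seeing the data. In groups of 2 no test for outlying arrays can be made. GeneSpring, DAVID and GSEA were not used here, and promoter motifs were not analysed because no genome sequence was at hand. Other tools were Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.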

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

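The tests of neighbouring genes, of probe sets that disagree, of the calls with and without ApoE-null liver array 1, of fewer macrophages and of female cells in the aortic cultures were chosen after the results were seen, as were the reading of the test of array sets, the rule for which results stand here and how far a median has to lie under its bound in the test of other cells.

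The effect of Dscr-1 loss in liver differed between the ApoE-null and the WT background for Ang (interaction -6.96, limma adjusted p = 8.95e-07, and -3.09 with 0.566 for the mean of its probe sets) and Rpgrip1 (-3.49, limma adjusted p = 0.0323), and that of Rpgrip1 was lost without any 1 array other than WT array 1 (0.0589 to 0.652). Both genes were about equally far above WT in the 3 null genotypes, so that the negative interaction rests on the WT arrays. In all, 6 genes that the paper does not discuss passed against WT in each null genotype. As the mean of the 3 null genotypes against WT, the log2 change was 7.62 for Ang (limma adjusted p = 3.6e-11), 3.93 for Rpgrip1 (2.02e-06), 3.88 for A2ml1 (2.33e-06), 3.62 for Fam25c (3.19e-06), 2.94 for Nat8f5 (0.00243) and -4.09 for Ctse (0.000125), with all 6 null arrays on the same side of both WT arrays for each. Of these, Ctse (-4.09 and -0.03) and Rpgrip1 (3.93 and -0.22) have a second probe set that did not move with the first, and ApoE-null array 1 lay at the floor for Ctse. With the mean of a gene's probe sets no call of Ctse (-2.57, -2.11 and -1.50, adjusted p = 0.074, 0.134 and 0.327 in Dscr-1-null, ApoE-null and double null livers) or of Rpgrip1 (1.68, 2.03 and 1.85, adjusted p = 0.741, 0.193 and 0.213) was kept, nor any of Nat8f5 (0.28, 0.193 and 0.0795). In single genotypes the call of Ctse was lost without WT array 2 (0.0643 to 0.549), without WT array 1 in Dscr-1-null (0.129) and double null livers (0.0629), without either Dscr-1-null array in Dscr-1-null livers (0.107 and 0.267) and without double null array 2 in double null livers (0.0664). Those of Nat8f5 were lost in all 3 genotypes without WT array 2 (0.113 to 0.549), without Dscr-1-null array 1 (0.0549 to 1) and without either double null array (0.106 to 0.266). They were lost also without Dscr-1-null array 2 (0.159 and 0.409) or ApoE-null array 1 (0.107 and 0.438) in both single nulls and without ApoE-null array 2 in Dscr-1-null livers (0.0701).

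Between WT and the mean of the 3 null genotypes 31 genes passed limma, 22 higher and 9 lower in the null livers. Of the 30 placed on a chromosome, Apoe left out, 12 pairs lay within 20 kept genes of each other, such as Pnp, Ang and Rpgrip1 on chromosome 14, where 10000 random sets had a median of 1 and a 95th percentile of 3 (permutation p = 0.0001, the smallest they can give, and the same p for 9 pairs among 27 genes without the Trim family). In 7 of 13 genes with several probe sets, at least 1 moved by less than 0.5 on the log2 scale or the other way, as for Ang, whose 3 probe sets changed by 7.62, 3.35 and -0.03. Sequence differences between the mutant lines and the WT mice, and probe sets that read a variant, are therefore candidate explanations, although the paper gives a C57BL/6J background for both mutant lines and its purchased WT mice and calls mice on the high-fat diet littermates, found and tested on the same arrays with a window and a comparison chosen after gene positions had been looked at. The Trim and Clec genes are families of neighbours that may also change together, and no biological explanation was tested for this pattern.

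For the differences between liver genotypes as a whole, no tested explanation was excluded, and Y-linked genes argue only against an array from female mice alone, since the brightest was at least 7.62 on every array over a floor of 4.32, but a different share of females in the groups stays open, because the genotype means differed by up to 0.86 for a Y-linked gene and by 1.34 for Xist, more than the 2-fold bound set for it. Time of collection stays open, since the clock genes had a median absolute change 1.47 times that of all genes in Dscr-1-null livers and 0.48 and 0.71 times in ApoE-null and double null livers. Of the 21 genes that passed between ApoE-null and WT livers, 10 also passed without ApoE-null array 1, where 20 passed. Donor strain sequence beside Rcan1 and Apoe stays open with so few calls, as 0 of 62 neighbours passed against 41 of 14830 other genes (Fisher's exact test, two-sided, p = 1), and the genotypes themselves stay among the open explanations. Outside that list, Sae1 and Ppp5c, 3.4 and 2.7 Mb from Apoe and singled out after their values were seen, passed in ApoE-null livers (2.02 and -2.09, limma adjusted p = 0.0208 and 0.0411) and had 1.42 and -1.36 in double null livers (0.149 and 0.337) and 0.37 and 0.07 in Dscr-1-null livers (1 for both), which such sequence could also give, while the call of Sae1 was lost without any 1 of the WT, ApoE-null or double null arrays (0.0666 to 0.304), that of Ppp5c without any 1 array other than ApoE-null array 2 (0.0882 to 1, turning to 0.35 without WT array 1 and 0.02 without either Dscr-1-null array, where another probe set stood for it), and both with the mean of probe sets (1.03 and -0.43).

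In aortic endothelial cells Hprt had a log2 change of 3.84 (limma adjusted p = 0.00643, and 0.409 with the array set as a block), higher on both double null arrays, and its call was lost without ApoE-null array 1 (0.367) or array 2 (0.485). Xist had a change of -4.68 (limma adjusted p = 0.0162, and 0.675 with the block), lower on both double null arrays, and its call was lost without ApoE-null array 1 (0.692) or array 2 (0.634), while the Y-linked Eif2s3y had a change of -0.21 (limma adjusted p = 1), with signals of at least 8.21 on all 4 arrays. In liver the Hprt signal was 46.9 and 54.8 on the WT arrays and 65.9 on Dscr-1-null array 2, against 819.7 on Dscr-1-null array 1 and 884.2 to 1018.7 on the ApoE-null and double null arrays. The paper describes 2 lines with a targeted Hprt locus, a reporter, shown on an ApoE-null background, and a Tie2-driven DSCR-1, the labels name neither, and whether any liver or aortic array came from them was not tested.

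Between the aortic cultures, the lower Msr1 came with a higher median of the other macrophage genes (0.46, with 9 of 12 higher), which argues against fewer macrophages in the double null cultures as its source. Other cells in different amounts stay open, since the largest median of a list of another cell type was 0.42, for macrophages, under the bound of 0.5 set for this test but not by more than the spread of its genes, with 0.36 for smooth muscle, 0.33 for fibroblasts and -0.15 for endothelium. Each array set held 1 array of each genotype, which argues against a shift common to a set, since it would cancel between the genotypes, whereas an effect of a set on 1 genotype stays open, as the gap between the genotypes on the first principal component was only 2.7% of its range. Female cells in the ApoE-null cultures may be a source of the higher Xist there and stay open, since the Y-linked genes had a median change of -0.15, with none beyond 2 standard errors from 0. An effect of Dscr-1 on the endothelial cells stays among the open explanations.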

How the results depend on the processing

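Array weights in liver, the list tests without each array or without the deleted genes and the fits that keep a gene's probe set when an array is left out were chosen after seeing the data.

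The cause of each shift was not tested. Genes passed in Dscr-1-null, ApoE-null and double null against WT, double null against ApoE-null, double null against Dscr-1-null, the interaction and aorta numbered 7, 21, 37, 0, 11, 2 and 2, and the counts given here are those over 1.5 times away. No floor gave 11 for Dscr-1-null and 1 for the interaction, a floor of 50 gave 12 for double null, 27 against ApoE-null, 0 for the interaction and 0 in aorta, and 16 added before log2 gave 12 for Dscr-1-null, 34 for ApoE-null and 5 for the interaction. Quantile normalization gave 13 for ApoE-null and 1 for the interaction. For the 3 comparisons with WT, that with Dscr-1-null and the interaction, no filter gave 0, 1, 2, 1 and 0, the mean of probe sets 3, 9, 14, 4 and 0, and eBayes without a trend 1, 2, 2, 1 and 0. The filter at the 75th percentile gave 1 in aorta. The replicate block gave 35 for ApoE-null, 65 for double null, 1 against ApoE-null, 5 for the interaction and 0 in aorta. Array weights gave 58 for double null and 4 for the interaction. The 2 compared genotypes alone gave 0, 1 and 2 against WT and 1 against Dscr-1-null. The methods' t-test, not applied to the interaction, gave 830, 861, 1172, 855, 986 and, in aorta, 419 at its threshold, and 12, 4, 15, 1, 6 and 0 after adjustment. Leaving out 1 array, which leaves a lone array assumed to vary like the other groups, gave 4 to 11, 10 to 45, 13 to 48, 0 to 7, 1 to 11, 1 to 8 and 0 to 2502. The 133 genes over 2-fold in all 3 null genotypes became 717 with no floor, 28 with a floor of 50, 204 as probe sets, 16 with every null array over 2-fold above every WT array, 20 with same-numbered pairs and 125 to 280 without 1 array. List calls, 38 in liver and 10 in aorta, became 0 and 0 with an estimated correlation, 34 and 10 without Apoe and Rcan1 in the lists and 29 to 50 and 8 to 15 without 1 array.

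Of 2482 alternative values for 128 named gene results, 1792 kept direction and side of the threshold, 581 lost the call, 75 gained one and 34 turned. Of 344 list tests without 1 array, 280 kept both, 60 lost the call and 4 turned. Apoe kept its calls in liver with no filter, with a floor of 50 and without a trend, as did Ang in double null livers. Ang lost its calls in ApoE-null and Dscr-1-null livers with no filter (0.0559 and 0.139) and its interaction in all 3 settings, and every other called liver gene among these results lost its calls in all 3 settings.

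In aorta, without 1 array, results that turned ranged from -0.55 to 1.40 for Acta2, -0.52 to 1.08 for Apoe, -0.07 to 0.12 for Cdh5 (-0.04 with the mean of probe sets), -0.29 to 0.32 for Icam1, -0.01 to 0.03 for Nos3, -1.43 to 0.02 for Rtp4 and -0.02 to 0.05 for Stab1. In liver they ranged from -0.28 to 0.16 for Irf1 and -0.15 to 1.32 for Saa3 in Dscr-1-null livers, from -0.48 to 0.20 for Pcna in double null livers and, where other probe sets stood for it, from -2.61 to 0.35 in ApoE-null and -1.59 to 0.65 in double null livers for Ppp5c. Nfatc1 ranged from -1.05 to 0.14 in ApoE-null (0.09 with the 75th percentile) and -0.33 to 0.33 in Dscr-1-null livers (0.19 with the mean of probe sets), and was 0.16 in double null livers with the 75th percentile, and another of its probe sets stood for it without Dscr-1-null array 2 or ApoE-null array 1. Nfatc2 ranged from -0.53 to 0.17 in ApoE-null livers (0.96 with a floor of 50, 1.79 with the 75th percentile and 0.45 with the mean) and -0.55 to 0.58 in Dscr-1-null livers (-0.01 with quantile normalization and -0.09 with the mean), and was 0.00 with a floor of 50 and -0.38 with the 75th percentile in double null livers. Aortic list adjusted p ranged from 1.09e-06 to 0.183 for cell cycle, 1.03e-08 to 0.649 for EndMT, 1.55e-32 to 0.183 for inflammatory response and 8.43e-120 to 0.0115 for interferon, which turned past the threshold without double null array 1 (1.09e-06). Signals near the floor limit what can be said of dim genes such as Nfatc1 and Nfatc2.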

Differences from the paper's values

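The paper gives 293 genes over 2-fold up in all 3 null genotypes, and 133 were counted here. Of the alternatives set before the data were examined, probe sets in place of genes (204) and leaving out WT array 1 (280) or WT array 2 (276) came within 1.5 times of the paper's value, and the others did not. Both counts take over 2-fold, and the paper states no filter on dim probe sets for them.

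The other parts of the diagram were read from the figure. For ApoE-null livers alone the paper has about 140 in Fig. 2D, read by eye, and 638 were counted here, where a floor of 50 (97), the 75th percentile (121) and every null array over 2-fold above every WT array (189) came within 1.5 times and the others did not. For Dscr-1-null livers alone it has about 130 in Fig. 2D, read by eye, against 260 here, where every null array above every WT array (95) and same-numbered pairs (126) came within it and the others did not. For double null livers alone it has about 220 in Fig. 2D, read by eye, against 530 here, where the 75th percentile (151), every null array above every WT array (202) and same-numbered pairs (273) came within it and the others did not. For ApoE-null with double null livers it has about 140 in Fig. 2D, read by eye, against 216 here, where quantile normalization, the 75th percentile (110), the mean of probe sets (158) and leaving out Dscr-1-null array 2 (201) or ApoE-null array 1 (190) came within it and the others did not. For Dscr-1-null with double null livers it has about 170 in Fig. 2D, read by eye, against 86 here, where probe sets (181) and leaving out either WT (144 and 158), either Dscr-1-null (123 and 134) or either double null array (116 and 119) came within it and the others did not.

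The paper ties the genes up in common to inflammation, cytokine signalling and immune responses, and the 133 held 1 of 35 inflammatory, 1 of 29 cytokine and 1 of 32 macrophage genes, where 0.31, 0.26 and 0.29 were expected, counts that neither show nor exclude enrichment. The inflammatory list had a median log2 change of 0.36 with 26 of 35 higher in ApoE-null livers (camera adjusted p = 0.00123, and adjusted p = 0.495 with an estimated correlation) and of 0.79 with 27 of 35 higher in double null livers (camera adjusted p = 6.87e-09, and adjusted p = 0.163 with an estimated correlation). The paper reports cell proliferation genes as enriched in the null livers, and the cell cycle list had a camera adjusted p of 0.909, 0.426 and 0.388 in Dscr-1-null, ApoE-null and double null livers. The paper calls the liver damage of both losses synergistic after stains for lipid, leukocytes, apoptosis and oxidative stress. An mRNA interaction does not measure these. In the interaction 2 genes passed limma, Ang and Rpgrip1. Both were about equally far above WT in the 3 null genotypes, so their negative value rests on the WT arrays and bears on synergy in neither direction. Of the lists, macrophages had a median interaction of 0.44 (camera adjusted p = 0.00494, and adjusted p = 0.971 with an estimated correlation) and fatty acid oxidation one of -0.26 (camera adjusted p = 0.0488, adjusted p = 0.689 with an estimated correlation, and 0.0682 without the deleted genes in the lists, a setting chosen after seeing the values).

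The paper describes the expression of aortic endothelial cells as largely changed in Dscr-1-null mice in its discussion, and in its results as like that of WT and ApoE-null cells apart from SR-A. Between double null and ApoE-null cells, another pair of groups, 2 of 11651 genes passed limma, and 0 with the array set as a block. The methods' t-test gave 419 at its threshold and 0 after adjustment. Without 1 array the count fell or rose by which group kept 2 arrays, since the spread then came from that group alone. The paper describes SR-A as significantly expressed in ApoE-null cells and lost in double null cells. Msr1 was lower on both double null arrays here (log2 change -1.79) but did not pass (limma adjusted p = 0.186). It passed at the unadjusted threshold of the methods' t-test. Without ApoE-null array 1 or 2 its change was -1.86 and -1.72. Without double null array 1 or 2 it was -2.71 and -2.22, where another of its probe sets stood for the gene. With the probe set of all arrays kept, a fit chosen after seeing the values, it was -1.77 and -1.82.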

Other observations

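The list tests without single arrays or without the deleted genes were chosen after seeing the data.

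In Dscr-1-null livers male-biased liver genes had a median log2 change of 0.33 with 13 of 14 higher (camera adjusted p = 0.000143, and adjusted p = 0.77 with an estimated correlation), and 0 passed limma (2 rose when adjusted over the list alone, 3 at an unadjusted p under 0.05). In double null livers their median was 0.43 with 12 of 14 higher (camera adjusted p = 0.000551, and adjusted p = 0.33 with an estimated correlation), Ugt2b38 rose, none fell and 13 did not pass (2 rose when adjusted over the list alone). The list calls were lost without WT array 1 (0.44 and 0.18) and, in double null livers, without double null array 2 (0.151), and that of Ugt2b38 without either WT array, Dscr-1-null array 1 or double null array 2 (0.0562 to 0.266). Fibrosis and stellate cell genes had a median of -0.36 in Dscr-1-null livers with 20 of 25 lower (camera adjusted p = 0.0213, and adjusted p = 0.77 with an estimated correlation), and 0 passed limma (0 when adjusted over the list alone, 1 at an unadjusted p under 0.05). The call was lost without WT array 1 (0.747), Dscr-1-null array 2 (0.259) or ApoE-null array 1 (0.203).

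The lipoprotein assembly list holds the deleted Apoe. Without Apoe its 15 other genes had a median of -0.12 in double null livers with 9 lower, the list was not called (camera adjusted p = 0.2), and 0 passed limma (0 when adjusted over the list alone, 2 at an unadjusted p under 0.05). Against ApoE-null livers (0.244) and in the interaction (0.246) it was not called either, and against Dscr-1-null livers 14 of 15 were lower in double null livers, with a median of -0.21 (camera adjusted p = 0.0233, and adjusted p = 0.252 with an estimated correlation), and 0 passed limma (0 when adjusted over the list alone, 2 at an unadjusted p under 0.05). In double null livers neutrophil genes had a median of 0.87 with 9 of 11 higher (camera adjusted p = 0.00171, and adjusted p = 0.163 with an estimated correlation), where Lcn2 rose, none fell and 10 did not pass (1 rose when adjusted over the list alone). Complement and acute phase genes had a median of 0.17 with 16 of 24 higher (camera adjusted p = 0.00265, and adjusted p = 0.586 with an estimated correlation), where Lcn2 rose, none fell and 23 did not pass (4 rose when adjusted over the list alone), and the list call was lost without WT array 1 (0.465). The calls of Lcn2 were lost without double null array 1 (0.13). Against Dscr-1-null livers, H2-Aa rose among MHC class II genes, with 12 of 12 higher and a median of 1.18 (camera adjusted p = 1.05e-10, and adjusted p = 0.189 with an estimated correlation, 6 rose when adjusted over the list alone), and Lgals3 and Saa3 rose among inflammatory genes, with 28 of 35 higher and a median of 0.38 (camera adjusted p = 1.13e-08, and adjusted p = 0.157 with an estimated correlation, 7 rose when adjusted over the list alone). The calls of H2-Aa and Saa3 were lost without Dscr-1-null array 1 (0.102 and 0.111) or double null array 1 (0.345 for both), that of Lgals3 without double null array 1 (0.121), that of H2-Aa also without Dscr-1-null array 2 (0.192) and that of Saa3 without double null array 2 (0.126). Interferon genes (median 0.46, camera adjusted p = 1.15e-05), fibrosis and stellate cell genes (0.31, 0.000865), cytokine signalling genes (0.28, 0.0231), fatty acid oxidation genes (-0.20, 0.000865) and genes of fasting and feeding (-0.25, 0.0497) were called there as lists, each with an adjusted p of 0.157 to 0.564 with an estimated correlation, and 0 of their genes passed limma (2 genes of fasting and feeding fell when adjusted over the list alone, and 2 to 4 in each list had an unadjusted p under 0.05 apart from 6 for interferon). These calls were lost without double null array 1 for interferon (0.208), fibrosis (0.0511), cytokine (0.11) and fasting genes (0.0862), without Dscr-1-null array 2 for cytokine (0.447) and fasting genes (0.961), without double null array 2 for fatty acid oxidation (0.0934) and fasting genes (0.244), and without ApoE-null array 1 (0.0877) or array 2 (0.0535) for fasting genes. In the 3 null genotypes no list call was made for ER stress (camera adjusted p = 0.438, 0.486 and 0.774 in Dscr-1-null, ApoE-null and double null livers), apoptosis (0.89, 0.311 and 0.388) or cholesterol synthesis (0.951, 0.203 and 0.823).

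In aortic cells no gene of the next 5 lists passed limma (0 when adjusted over the list alone), and with an estimated correlation each list had a camera adjusted p = 0.888. That setting found 0 of 5 shifted lists in simulated aortic arrays, so its value decides nothing about a call. Interferon genes had a median of -0.35 with 27 of 33 lower (camera adjusted p = 0.007, and 0.0332 with the array set as a block, 2 at an unadjusted p under 0.05), which turned without double null array 1 (1.09e-06). EndMT and TGF beta genes had a median of -0.28 with 13 of 20 lower (camera adjusted p = 0.007, and 0.0199 with the block, 6 at an unadjusted p under 0.05), which turned without double null array 2 (0.649). Inflammatory genes had a median of 0.24 with 22 of 27 higher (camera adjusted p = 0.00799, and 0.0159 with the block, 6 at an unadjusted p under 0.05), which turned without double null array 2 (0.183). Cell cycle genes had a median of 0.15 with 29 of 38 higher (camera adjusted p = 0.007, and 0.0195 with the block, 0 at an unadjusted p under 0.05), which turned without double null array 2 (0.183) and lost the call without ApoE-null array 2 (0.0893). Oxidative stress genes had a median of 0.18 with 17 of 29 higher (camera adjusted p = 0.00799, and 0.0248 with the block, 10 at an unadjusted p under 0.05), and the call was lost without double null array 2 (0.63). Among large aortic changes that did not pass, Sfrp2 had -4.73 (limma adjusted p = 0.639) and Adh1 -3.12 (limma adjusted p = 0.0957), each lower on both double null arrays, and Mmp13 had 3.37 (limma adjusted p = 0.918) and Lcp2 2.87 (limma adjusted p = 0.201), each higher on both. Without double null array 1 and array 2 in turn, Sfrp2 had -6.80 and -2.66, Adh1 -3.42 and -2.83, Mmp13 5.71 and 1.02 and Lcp2 2.45 and 3.29. Without ApoE-null array 1 and array 2, Sfrp2 had -4.75 and -4.71, Adh1 -3.02 and -3.22, Mmp13 3.44 and 3.29 and Lcp2 3.06 and 2.68.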
